# Endothelial LATS2 is a suppressor of bone marrow fibrosis

**DOI:** 10.1038/s44161-024-00508-x

**Published:** 2024-07-29

**Authors:** Kishor K. Sivaraj, Paul-Georg Majev, Backialakshmi Dharmalingam, Silke Schröder, Bella Banjanin, Martin Stehling, Dagmar Zeuschner, Alfred Nordheim, Rebekka K. Schneider, Ralf H. Adams

**Keywords:** Cardiovascular biology, Calcification

## Abstract

Myelofibrosis and osteosclerosis are fibrotic diseases disrupting bone marrow function that occur in various leukemias but also in response to non-malignant alterations in hematopoietic cells. Here we show that endothelial cell–specific inactivation of the *Lats2* gene, encoding Hippo kinase large tumor suppressor kinase 2, or overexpression of the downstream effector YAP1 induce myofibroblast formation and lead to extensive fibrosis and osteosclerosis, which impair bone marrow function and cause extramedullary hematopoiesis in the spleen. Mechanistically, loss of LATS2 induces endothelial-to-mesenchymal transition, resulting in increased expression of extracellular matrix and secreted signaling molecules. Changes in endothelial cells involve increased expression of serum response factor target genes, and, strikingly, major aspects of the LATS2 mutant phenotype are rescued by inactivation of the *Srf* gene. These findings identify the endothelium as a driver of bone marrow fibrosis, which improves understanding of myelofibrotic and osteosclerotic diseases, for which drug therapies are currently lacking.

## Abstract (web summary)

Sivaraj, Majev et al. demonstrate that the inactivation of Lats2 in endothelial cells triggers the upregulation of serum response factor and endothelial-to-mesenchymal transition, leading to myofibroblast formation, bone marrow fibrosis, osteosclerosis, impaired bone marrow function and extramedullary hematopoiesis.

## Main

Fibrosis is associated with tissue injury, chronic inflammation and numerous other pathologies. In bone, fibrosis occurs in a variety of malignant and non-malignant disease conditions but also after acute or chronic exposure to radiation^1^. In certain groups of rare blood cancers, namely in primary myelofibrosis and in myelodysplastic syndromes, bone marrow (BM) fibrosis is a risk factor and most prevalent in patients with advanced disease and poor prognosis^2^. Excessive deposition of extracellular matrix (ECM) and tissue scarring contribute to impaired BM function, resulting in extramedullary hematopoiesis (EMH) and splenomegaly. Advanced bone fibrosis in human patients, but also in mouse models, can be accompanied by osteosclerosis, which manifests as irregular thickening of trabecular bone and abnormally elevated bone density^3,4^.

Bone marrow mesenchymal stromal cells (BMSCs), especially cells expressing Leptin receptor (LepR) or the zinc finger protein Gli1, were previously shown to contribute to osteogenesis^5–7^. These BMSC populations are also critical mediators of myelofibrosis and osteosclerosis^8–10^. Expression of tumor necrosis factor α and JAK-STAT signaling were shown to be increased in pre-fibrotic BMSCs, whereas strong upregulation of TGFβ signaling is predominant in overt fibrosis^11^. Elevated numbers and aberrant properties of megakaryocytes are also associated with myeloproliferation, BM fibrosis and destruction of the hematopoietic microenvironment^12^. Other alterations affecting hematopoietic cells, such as hypomorphic mutations in the transcription factor GATA1 or high expression of the glycoprotein hormone thrombopoietin (ThPO), cause myelofibrosis in mice^13^.

Although the role of endothelial cells (ECs) in myelofibrosis remains little understood, it was previously shown that ECs of small vessels in BM and spleen of the JAK2-V617F knock-in mouse model, but also in patients with primary myelofibrosis, acquire the expression of mesenchymal markers, which is a hallmark of a process known as endothelial-to-mesenchymal transition (EndMT)^14^. ECs play critical roles in normal osteogenesis and hematopoiesis^15,16^. In the metaphysis, specialized capillary ECs, termed type H because of high expression of the cell surface proteins CD31/Pecam1 and endomucin (EMCN), provide growth factor signals acting on perivascular osteoprogenitors and other osteoblast (OB) lineage cells expressing the transcription factors Runx2 and Osterix (OSX)^16^. The behavior and function of ECs is controlled by external growth factor signals but also by fluid shear stress, matrix stiffness and other mechanical signals^17^. The transcriptional coactivators YAP1 and TAZ, which are effectors in the Hippo signaling pathway, are capable of integrating a range of upstream signals to control cell proliferation, differentiation and tissue growth^18^. YAP1/TAZ interact in the nucleus with DNA-binding transcription factors, such as the TEA domain family members TEAD1–4, and thereby regulate gene expression^19^. Activation of the Hippo signaling cascade and large tumor suppressor homolog 1/2 (Lats1/2) kinase-mediated phosphorylation of YAP1/TAZ triggers exclusion of the transcriptional coactivators from the nucleus and promotes their proteolytic degradation^20^. In the endothelium of most organs, YAP1/TAZ activity promotes angiogenic vessel growth, but, surprisingly, the two coactivators suppress EC proliferation and postnatal angiogenesis in bone^21^.

Here we demonstrate that EC-specific loss of the *Lats2* gene in ECs leads to extensive changes in the adult bone vasculature, EndMT and increased expression of ECM molecules and paracrine (also termed angiocrine) factors. These EC-specific changes promote the differentiation of metaphyseal BMSCs into myofibroblasts, resulting in bone fibrosis, osteosclerotic bone formation, impaired BM function and EMH. Loss of endothelial *Lats2* also impairs the formation of cartilage-resorbing septoclasts and results in the accumulation of chondrocytes (CHOs) in the mutant metaphysis. Mutant defects appear to be confined to the skeletal system, presumably due to compensation by LATS1 in other organs. These findings and the analysis of mouse models of myelofibrosis support that ECs play an instrumental role in bone fibrosis and need to be considered in disease etiology and in the context of therapeutic approaches.

## Results

### Endothelial LATS2 prevents bone vessel defects and fibrosis

We increased YAP1/TAZ protein stability in ECs by deleting the upstream negative regulator LATS2 during bone remodeling. For this purpose, the tamoxifen-inducible, EC-specific *Cdh5-CreERT2* transgene was introduced into animals carrying a loxP-flanked (floxed) version of the *Lats2* gene. Tamoxifen administration for 5 d in a row at the age of 4–5 weeks generated *Lats2* loss-of-function mutants (*Lats2*^iΔEC^), which were analyzed at the age of 12 weeks (Fig. 1a). Survival, body weight and the external appearance of *Lats2*^iΔEC^ mutant mice is normal, and YAP1/TAZ immunostaining in the bone vasculature is increased relative to littermate controls (Fig. 1b and Extended Data Fig. 1a). 

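In the scRNA-seq libraries of long-bone stroma, the counts of *Lats2* (ENSMUSG00000021959, chromosome 14 of GRCm39 from 57926960 to 57995845) were summed over all ECs of each library and scaled to the total of the library (CPM). *Lats2* stood at 106 and 111 CPM in the 2 *Lats2* iΔEC libraries and at 146 and 135 CPM in the 2 control libraries, that is at 109 ± 3.38 CPM (SD, n = 2) against 140 ± 7.67 CPM (SD, n = 2). The log2 fold change of mutants over controls was −0.37 (standard error 0.0802, adjusted p = 2.21e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −0.43 and −0.31 with each library left out in turn. Both mutant libraries lay below both controls, for which a 2-sided exact permutation test gives p = 0.333, the smallest p that 2 libraries against 2 allow, as for every comparison of libraries here. The deposited counts cover reads over exons and introns of the whole gene, so a transcript that lacks the deleted exons is counted as well. Among control ECs, arterial-like ECs (aECs) had the highest mean level of the 5 EC classes compared, 189 ± 14.4 CPM (SD, n = 2), and metaphyseal-like ECs (mpECs) had 151 ± 12.7 CPM. In aECs, *Lats2* had a log2 fold change of −0.63 (edgeR, Benjamini-Hochberg adjusted p = 4.98e-04). In mpECs the log2 fold change was −0.12 (edgeR, Benjamini-Hochberg adjusted p = 0.676) and the mutant and control libraries overlapped. The effect of the genotype on *Lats2* in mpECs was not found to differ from that in other ECs (difference in log2 fold change 0.22, edgeR interaction test, Benjamini-Hochberg adjusted p = 0.857). *Lats1* had a log2 fold change of −0.40 in all ECs (edgeR, Benjamini-Hochberg adjusted p = 0.00535). The transgene *Cre-ERT2*, which controls lack by design, stood at 62.2 ± 5.36 CPM (SD, n = 2) in mutant ECs and at 0.910 ± 0.201 CPM in control ECs.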

Endothelial expression of *Lats2*, which is most prominent in arteries and metaphyseal (type H) vessels, is strongly reduced in *Lats2*^iΔEC^ mutants both at the transcript and protein level (Extended Data Fig. 1b,c). The metaphysis of freshly isolated *Lats2*^iΔEC^ femurs appears whiteish, indicating a decrease of red marrow, and shows enhanced vascular leakage (Fig. 1c,d). The *Lats2*^iΔEC^ bone vasculature is substantially altered. Metaphyseal capillaries are very sparse, and an abnormally dense network of CD31^+^ ECs is visible in the transition zone connecting the metaphysis to the adjacent diaphysis (Fig. 1e–g and Extended Data Fig. 1d,e). Capillaries of the mutant metaphysis and transition zone show elevated CD31 immunostaining but decreased EMCN signal, have a small diameter or lack a lumen and express CAV1 (Caveolin 1), a caveolar protein that is highly abundant in control arterial ECs (Fig. 1f and Extended Data Fig. 1e). The *Lats2*^iΔEC^ chondro-osseous junction next to the growth plate is strongly disorganized, and Aggrecan^+^ hypertrophic CHOs occupy a large region of the metaphysis, which is confirmed by both Safranin O histological staining and Collagen X immunostaining (Fig. 1h,i and Extended Data Fig. 2a,b).

**Fig. 1:**
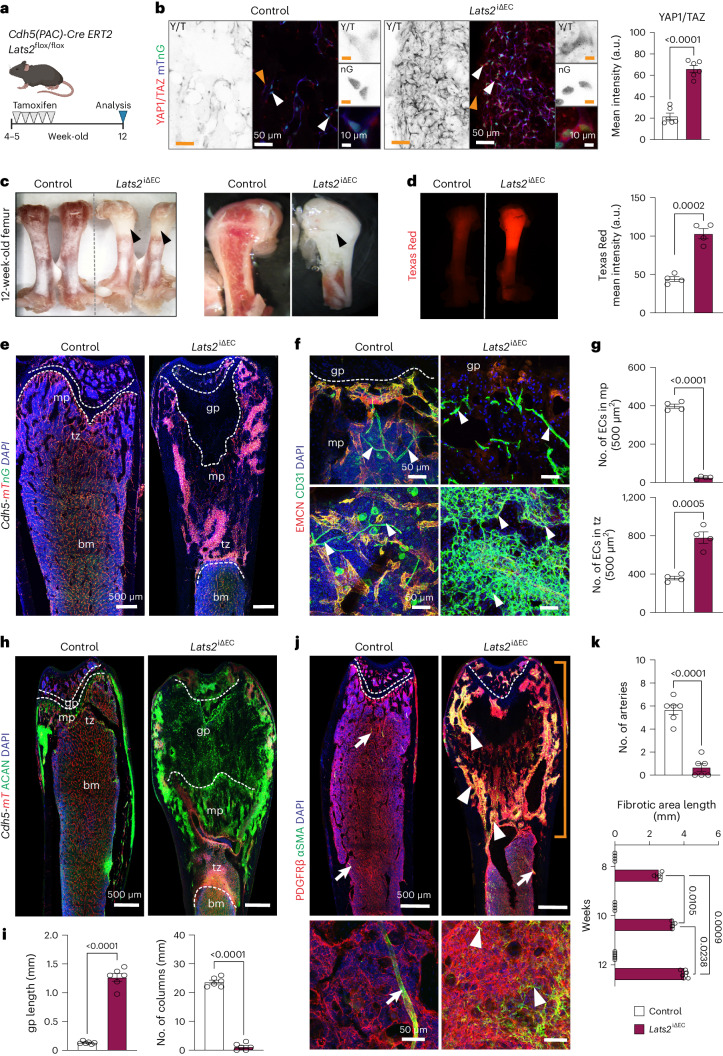
Endothelial Lats2 controls bone homeostasis and fibrosis. **a**, Scheme showing tamoxifen-induced *Lats2* inactivation in ECs with *Cdh5-CreERT2* transgenic mice. **b**, Representative confocal images showing increased YAP1/TAZ immunostaining in *Lats2*^iΔEC^ mutant bones. Endothelial YAP1/TAZ expression and nuclear localization were quantified (*n* = 6) by the mean intensity (a.u.) on the right side. Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **c**, Freshly dissected 12-week-old control and *Lats2*^iΔEC^ mutant femurs (left) and longitudinal cross-section (right). Black arrowheads highlight pale areas. **d**, Microscopy images showing extravasation of Texas Red in control and *Lats2*^iΔEC^ mutant femur. On the right, the mean intensity (a.u.) of Texas Red is quantified (*n* = 4). Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **e**, Confocal tile scan longitudinal view of *Lats2*^iΔEC^ and control femur in *Cdh5-mTnG* background. ECs, red (dTomato) and green (nuclear H2B-GFP), DAPI (blue). **f**,**g**, Maximum intensity projections of EMCN^+^ (red) and CD31^+^ (green) vessels in the femoral metaphysis (mp) (top) and transition zone (tz) (bottom). Note the abundance of mutant CD31^+^ EMCN^−^ ECs (**f**). Number of vessels and ECs is significantly reduced in the *Lats2*^iΔEC^ mp and increased in the tz area compared to control (**g**). Data (*n* = 4) are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **h**,**i**, Tile scan confocal image showing avascular region filled with Aggrecan^+^ (ACAN; green) chondrocytes in *Lats2*^iΔEC^ metaphysis (**h**). Quantification showing increased growth plate (gp) length and loss of type H vessel columns in *Lats2*^iΔEC^ mp (*n* = 6). Presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed) (**i**). **j**, Tile scan confocal image and high-magnification image (below) showing widespread expression of PDGFRβ (red) and αSMA (green, arrowheads) in *Lats2*^iΔEC^ mutant femur. αSMA signal in control is confined to arterial SMCs. **k**, Quantification of arteries (*n* = 6) and length of fibrotic area (8-week-old and 10-week-old mice, *n* = 4; 12-week-old mice, *n* = 6). Mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed) and Tukey multiple comparison test (one-way ANOVA). *n* indicates the number of independent biological samples. Source data

CHO resorption is mediated by vessel-associated FABP5^+^ septoclasts, which show high expression of metalloproteinases, including MMP9 (refs. ^22,23^). FABP5^+^ cells and MMP9 immunosignals are concentrated at the control chondro-osseous junction but are lost in *Lats2*^iΔEC^ mutant samples (Extended Data Fig. 2c). Another striking alteration in the *Lats2*^iΔEC^ mutant metaphysis is the strong upregulation of markers associated with tissue scarring and fibrosis, such as platelet-derived growth factor receptor β (PDGFRβ) and α-smooth muscle actin (αSMA^+^) (Fig. 1j,k and Extended Data Fig. 2d,e). Furthermore, AZAN trichrome and Reticulin histological staining, together with immunostaining for the ECM protein Collagen fibers, indicate widespread fibrosis in the *Lats2*^iΔEC^ metaphysis (Extended Data Fig. 2f,g).

To gain insight into the emergence of vascular defects and fibrosis in *Lats2*^iΔEC^ mutant bone, we analyzed samples at 8 weeks and 10 weeks of age. Increased perivascular αSMA expression is already visible at 8 weeks, and the disorganized area is further increased by 10 weeks (Extended Data Fig. 3a,b). Changes in the vasculature of the metaphysis and the transition zone bordering the diaphysis follow a similar timecourse (Extended Data Fig. 3c,d). Remarkably, fibrosis and vascular alterations in 12-week-old mutants are confined to bone, whereas no overt defects can be seen in kidney, lung, liver and heart sections (Extended Data Fig. 3e). Thus, loss of endothelial LATS2 leads to organ-specific defects in bone.

### Osteosclerotic defects after loss of endothelial LATS2

Bone fibrosis is known to cause the displacement of hematopoietic cells from BM, which leads to progressive splenomegaly due to EMH^24^. Analysis of *Lats2*^iΔEC^ peripheral blood shows an elevation of white blood cells, whereas red blood cells and platelets are similar to control (Extended Data Fig. 4a). In *Lats2*^iΔEC^ BM, total cellularity and Ter119^+^ erythrocytes and B220^+^ B lymphocytes are decreased, whereas Lin^−^Sca-1^+^c-Kit^+^ (LSK) hematopoietic stem and progenitor cells (HSPCs) are not significantly altered (Fig. 2a and Extended Data Fig. 4b). CD41^+^ megakaryocytes are known to act as main drivers of myelofibrosis^24^, but these cells are absent from the *Lats2*^iΔEC^ fibrotic area, and their total number is not significantly altered in mutant femurs due to their presence in the diaphyseal BM (Fig. 2a and Extended Data Fig. 4c,d). Consistent with EMH, *Lats2*^iΔEC^ mutants show increased spleen volume and cellularity together with an increase in splenic HSPCs and Ter119^+^ cells, whereas the fractions of CD45^+^ leukocytes and B220^+^ cells are reduced (Fig. 2b–d and Extended Data Fig. 4e). In spleen sections, the area of red pulp is increased relative to white pulp, a feature of EMH (Fig. 2e and Extended Data Fig. 4f,g). These alterations are likely to be secondary to the defects in *Lats2*^iΔEC^ BM, as YAP1/TAZ immunostaining in splenic vessels is not increased (Extended Data Fig. 4h). Thus, *Lats2*^iΔEC^ mutants display splenomegaly, BM fibrosis and impaired BM function, resembling key features of myelofibrosis.

**Fig. 2:**
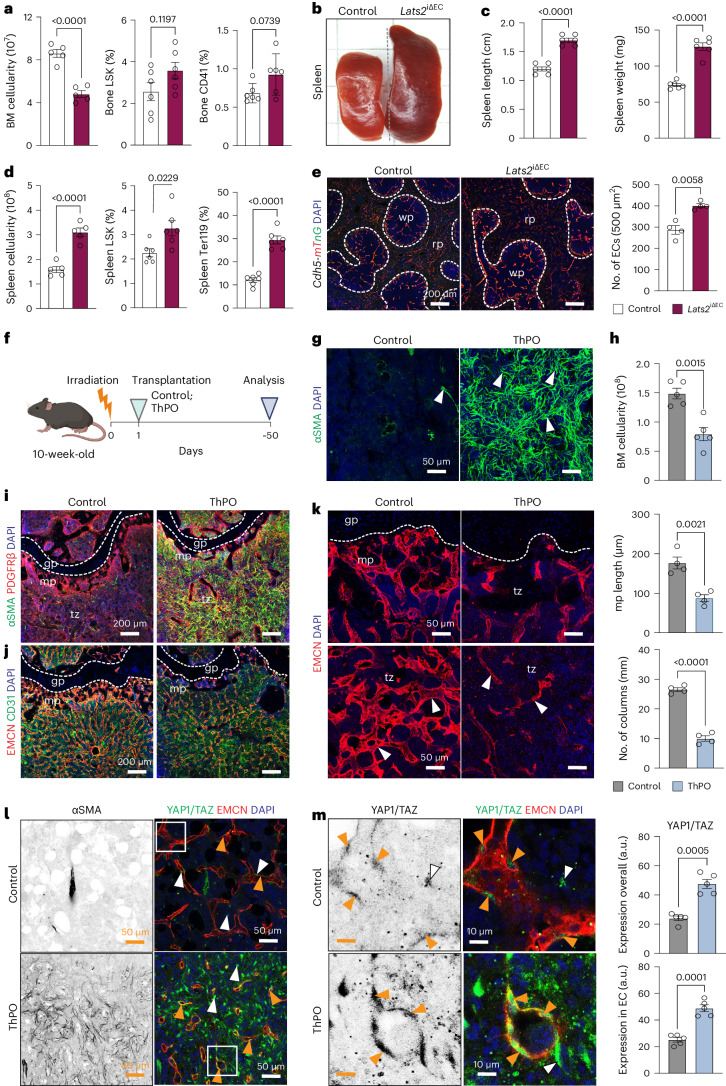
Loss of LATS2 promotes EMH. **a**, Quantification of BM cellularity and FACS analysis of LSK and CD41^+^ cell frequency (*n* = 6). Mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **b**,**c**, Images showing freshly dissected *Lats2*^iΔEC^ and control spleen (**b**) and quantification of spleen size and weight (**c**) (*n* = 6). Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **d**, Quantification of spleen cellularity and frequency of LSK and Ter119 cells (*n* = 6). Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **e**, Sections of control and *Lats2*^iΔEC^ spleens in *Cdh5-mTnG* reporter background. Red pulp (rp) and white pulp (wp) are indicated. Nuclei, DAPI (blue). Quantification showing increased EC number in *Lats2*^iΔEC^ mutant (*n* = 4). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **f**, Scheme showing ThPO-induced BM fibrosis. **g**, Representative confocal images showing αSMA (green) immunostaining in ThPO and control bone. Nuclei, DAPI (blue). **h**, Quantification of BM cellularity of control and ThPO mice (*n* = 5). Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **i**,**j**, Representative confocal images showing increase of metaphyseal αSMA signal (**i**) and reduction of EMCN^+^ CD31^+^ vessels (**j**) in ThPO femur relative to control. **k**, EMCN^+^ ECs (red) in metaphysis (mp) (top) and diaphysis (dp) (bottom). Nuclei, DAPI (blue). Graphs on the right show decreased mp length and vessel columns after ThPO (*n* = 4). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **l**,**m**, Representative single optical confocal images showing increased expression of αSMA (gray) and YAP1/TAZ (green) in EMCN (red) ECs (orange arrowheads) in ThPO bone (**l**). Cropped zoomed-in image displays YAP1/TAZ nuclear (DAPI, blue) localization in ECs (**m**). Quantification shows increase of overall and EC-specific Yap1/TAZ immunosignal in ThPO bones (*n* = 5). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). *n* indicates the number of independent biological samples. Source data

The etiology of myelofibrosis in human subjects is poorly understood, but previous work established that BM fibrosis in mice can be induced by overexpressing ThPO from hematopoietic cells, which results in the expansion of megakaryocytes, elevated expression of platelet-derived growth factor and transforming growth factor β and the activation of mesenchymal stromal cells^10,25^. ThPO overexpression in HSPCs first leads to leukocytosis and thrombocytosis and, over time, with onset of fibrosis, reduced hemoglobin and erythrocyte counts (Fig. 2f and Extended Data Fig. 5a). The ThPO overexpression model mirrors aspects of the *Lats2*^iΔEC^ phenotype: increased and widespread αSMA immunostaining reflecting fibrosis, a general loss of cellularity in bone as well as an increase in spleen weight (Fig. 2g–i and Extended Data Fig. 5b,d). Remarkably, ThPO overexpression also induces a marked reduction of metaphyseal type H vessels and lowers endothelial EMCN expression (Fig. 2j,k and Extended Data Fig. 5c). Consistent with the loss of type H vessels, perivascular OSX^+^ OB lineage cells are strongly reduced in long bones of ThPO-overexpressing mice (Extended Data Fig. 5e). Strikingly, ThPO induces a strong increase in YAP1/TAZ immunostaining in fibrotic BM (Extended Data Fig. 5f), but it also significantly enhances YAP1/TAZ in ECs relative to control (Fig. 2l,m). Somatic activating mutations (such as W515L) in the transmembrane domain of the ThPO receptor, encoded by the *MPL* gene, are a driver of primary myelofibrosis in humans. Transplantation of MPL^W515L^-expressing hematopoietic cells can reproduce major features of the disease, including splenomegaly and extramedullary hematopoiesis, in mice^26^. In the MPL^W515L^ model, fibrosis is accompanied by widespread upregulation of αSMA (Extended Data Fig. 5g,h). Strikingly, the EMCN^+^ BM vasculature of these mice is significantly reduced, and YAP1/TAZ immunostaining in vessels is upregulated (Extended Data Fig. 5h,i). These data show that vascular alterations and upregulation of YAP1/TAZ are a common feature in two established models of myelofibrosis.

LATS2 and the related LATS1 kinase phosphorylate YAP1 and TAZ, which limits the activity of the two transcriptional coregulators due to cytoplasmic retention and proteasomal degradation. To directly address the role of YAP1 and TAZ, we generated tamoxifen-inducible, EC-specific loss-of-function double mutant mice (*Yap1/Taz*^iΔEC^), which were given tamoxifen at the age of 4–5 weeks before analysis at 12 weeks. In contrast to the enhanced developmental angiogenesis in postnatal *Yap1/Taz*^iΔEC^ bone^21^, adult mutants display a normal organization of the bone vasculature and also lack alterations in PDGFRβ and αSMA expression (Fig. 3a–c). Overexpression of stabilized YAP1 (YAP1^S112A^) in ECs, however, causes the formation of sclerotic lesions, vascular impairment and the appearance of an EMCN-deficient endothelial network in the metaphysis of the resulting *YapKI*^iEC^ gain-of-function mutants (Fig. 3d–f). Key defects observed in *Lats2*^iΔEC^ mutants, such as expansion of chondrocytes and widespread expression of PDGFRβ and αSMA, are also observed in *YapKI*^iEC^ animals (Fig. 3g–i).

**Fig. 3:**
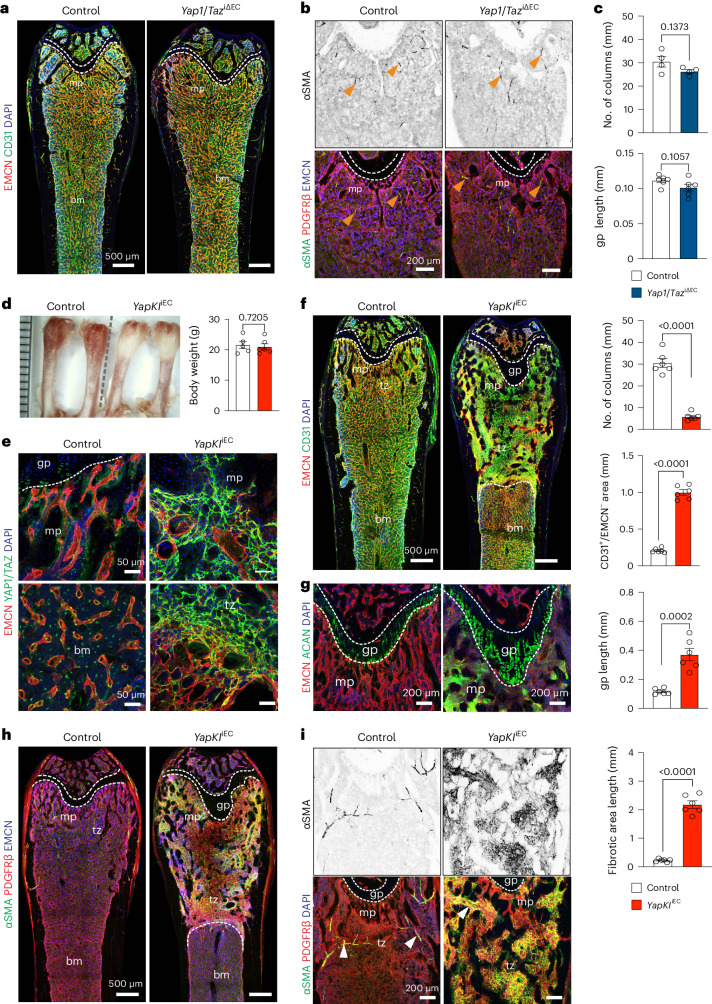
Overexpression of a stabilized Yap1 in ECs promotes BM fibrosis. **a**, Tile scan confocal overview images of EMCN (red) and CD31 (green) immunostained vasculature in control and *Yap1/Taz*^iΔEC^ compound mutant femur. Metaphysis (mp), bone marrow (bm) and growth plate (gp) (dashed lines) are indicated. **b**,**c**, Representative confocal image of femoral αSMA^+^ (green) smooth muscle cells covering arteries (arrows) (above). EMCN^+^ (blue) blood vessels and PDGFRβ^+^ cells (red) in *Yap1/Taz*^iΔEC^ mutant and littermate control (below). Metaphyseal vessel columns and gp are not altered in *Yap1/Taz*^iΔEC^ bone (**c**) (*n* = 4, 6). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **d**, Freshly dissected 12-week-old *YapKI*^iEC^ gain-of-function and control femurs. Quantitative analysis of *YapKI*^iEC^ and littermate control body weight (*n* = 5). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **e**, Representative confocal images showing increased YAP1/TAZ (green) expression in *YapKI*^iEC^ blood vessels (EMCN^+^, red) relative to control. **f**. Tile scan longitudinal view of EMCN and CD31 immunostaining in femur sections. Quantification shows decrease in number of vessel columns and increase in CD31^+^/EMCN^−^ vascular area in *YapKI*^iEC^ mutant (*n* = 6). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **g**, Representative confocal images showing increase in Aggrecan^+^ (ACAN^+^) chondrocytes in *YapKI*^iEC^ femur. Graph shows increased size of gp relative to control (*n* = 6). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **h**,**i**. Tile scan confocal longitudinal view of PDGFRβ^+^ (red) and αSMA^+^ (green) cells. αSMA in control sections is largely confined to arterial smooth muscle cells (**h**). High-magnification images of αSMA^+^ (gray) fibrotic area is shown on the top right. gp (dashed line), metaphysis (mp) and transition zone (tz) to BM are indicated (**i**) (*n* = 6). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). *n* indicates the number of independent biological samples. Source data

Previous work showed that metaphyseal type H capillaries are associated with osteoprogenitor cells and actively promote osteogenesis^16^. OSX^+^ cells and RUNX2^+^ osteoprogenitors are strongly reduced in the *Lats2*^iΔEC^ metaphysis in regions that have lost capillaries. In contrast, OB lineage cells are enriched around the dense but disorganized endothelial network in the mutant transition zone (Fig. 4a,b). Analysis of bone remodeling using the Calcein Green and Alzarin Red double labeling approach (Methods) shows decreased osteogenesis and resorption in *Lats2*^iΔEC^ long bone (Fig. 4c). Vacuolar ATPase (vATPase)-expressing osteoclasts are decreased in the avascular metaphysis and elevated in the mutant transition zone (Extended Data Fig. 6a). Microcomputed tomography (µCT) shows highly increased trabecular bone volume, quantity and thickness in *Lats2*^iΔEC^ mutant femurs, whereas cortical bone thickness is not changed (Fig. 4d and Extended Data Fig. 6b,c). Supporting that the role of LATS2 in bone endothelium involves the modulation of YAP1/TAZ, *YapKI*^iEC^ gain-of-function increases the number of osteoprogenitors, alters the distribution of osteoclasts and leads to sclerotic mineralization (Fig. 4e–g). In contrast, adult *Yap1/Taz*^iΔEC^ loss-of-function mutants show a modest decrease of OSX^+^ osteoprogenitors, whereas bone mineralization is unaffected (Extended Data Fig. 6d,e). These findings indicate that YAP1/TAZ levels are normally kept low in the adolescent/adult bone endothelium so that EC-specific overexpression of YAP1 or loss of LATS2 severely impair bone remodeling and homeostasis.

**Fig. 4:**
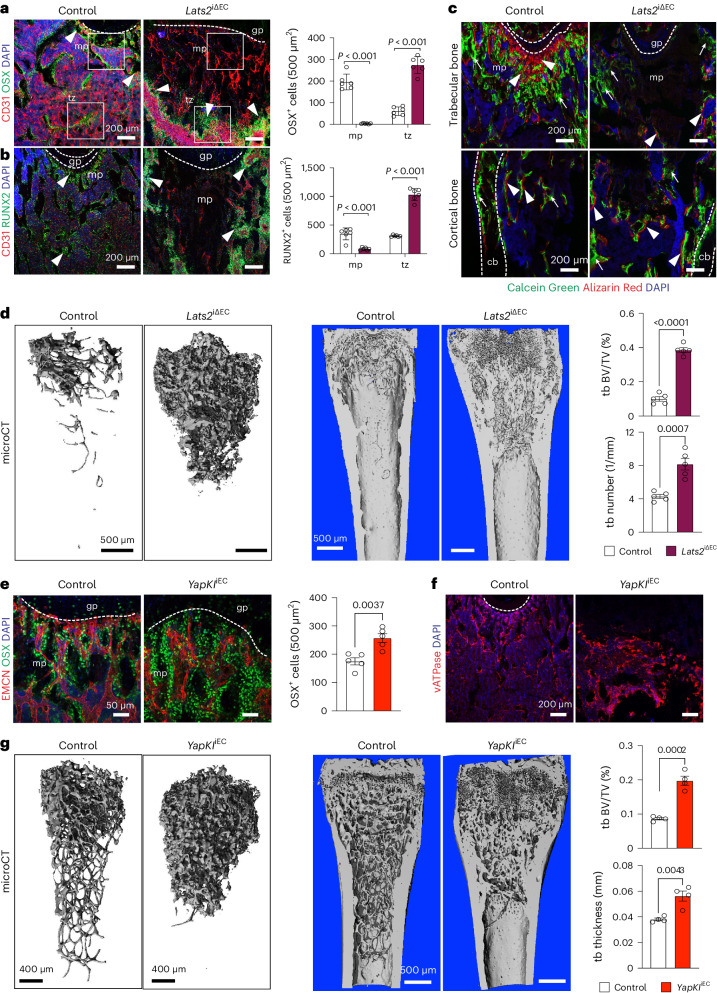
Endothelial Hippo signaling controls osteosclerosis. **a**,**b**, Representative confocal images showing OSX^+^ cells (**a**) and RUNX2^+^ osteoprogenitors (**b**) (arrowheads) in 12-week-old *Lats2*^iΔEC^ femur and littermate control (*n* = 6). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **c**, Representative confocal image showing double labeling with Calcein Green and Alizarin Red in metaphysis (mp) (top) and border to diaphysis (dp) (bottom) in control and *Lats2*^iΔEC^ femur. Arrow highlights Calcein Green deposition, and arrowheads show double labeling of deposition/resorption. **d**, Representative µCT images of *Lats2*^iΔEC^ and control femoral trabecular bone (tb). Quantitative analysis of tb volume (bone volume/total volume (BV/TV)) and number are shown on the right (*n* = 5). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **e**,**f**, Representative confocal image showing OSX^+^ cells in control and *YapKI*^iEC^ femoral metaphysis (*n* = 5). Data are shown as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed) (**e**). vATPase^+^ osteoclasts (red) are reduced in the *YapKI*^iEC^ fibrotic area (**f**). **g**, Representative µCT images of tb in control and *YapKI*^iΔEC^ femur. Quantitative analysis of tb volume (BV/TV) and number (*n* = 4). Data are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). *n* indicates the number of independent biological samples. Source data

### LATS2 deletion induces EndMT

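Droplet-based scRNA-seq libraries were made from non-hematopoietic cells of long bones of 12-week-old mice, 2 from *Lats2* iΔEC mutants and 2 from Cre-negative littermate controls. The authors trimmed the reads, aligned them with STARsolo to the mouse genome and deposited unfiltered expected counts per gene and barcode. Reads that match several genes were shared out by expectation maximization, which leaves fractions in 9.09% to 9.95% of the entries. The libraries hold between 69636600 and 85899079 UMIs. Barcodes were kept with at least 1000 UMIs, 800 detected features, at most 15% mitochondrial and 5% hemoglobin UMIs and a complexity (log detected features over log UMIs) of at least 0.8. These filters left 5119 and 5887 barcodes of the mutant libraries, with medians of 8181 and 7918 UMIs, and 6813 and 6780 barcodes of the control libraries, with medians of 7574 and 7737.5 UMIs. Counts were normalized with scran's pooled size factors, and the libraries were integrated with an implementation of the Harmony method before Leiden clustering. To compare genotypes, UMIs were summed per library and cell class, which makes the library and not the cell the replicate. These sums were tested with edgeR's quasi-likelihood method over genes that pass its expression filter and have a count in at least 20% of the cells of either genotype. A gene was called changed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size.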

To determine stromal cell heterogeneity, fate specification and cellular crosstalk in *Lats2*^iΔEC^ mutant and littermate control long bone, we performed droplet-based single-cell RNA sequencing (scRNA-seq) of non-hematopoietic bone stromal cells with the 10x Chromium platform. 

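The first clustering of the barcodes that passed the filters gave 28 clusters. From these, 2438 barcodes were left out with clusters of hematopoietic and other non-stromal types, 224 with clusters in which at least 20% of the barcodes were called doublets, and 272 with clusters of under 100 barcodes, which left 21665. Doublets were scored against simulated pairs of cells within each library and called at 0.8% per 1000 barcodes, which called 202 and 275 barcodes of the mutant libraries and 363 and 346 of the controls. After a second round within each main cell type, 4478 and 5160 cells of the mutant libraries and 5666 and 5742 of the control libraries remained, 21046 in all. With the called doublets removed barcode by barcode, 20744 cells remained, and with a minimum of 2000 UMIs and at most 10% mitochondrial UMIs 18991.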

We obtained a total of 20,184 cells after removing doublets and residual hematopoietic cells from scRNA-seq experiments of control and *Lats2*^iΔEC^ mutants with two biological replicates each. Based on the expression of known marker genes, we identified six primary cell types: ECs, BMSCs, OBs, smooth muscle cells (SMCs), CHOs and fibroblasts as well as their subpopulations. 

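Cell types were named from markers fixed in advance, and a cluster took a name only where at least 3 of the markers were detected and no list of markers of another type held more of its 10 leading genes. All 6 types were found, with 17 clusters kept from the first clustering and 30 subclusters within them. Among ECs, cluster 5 kept no subtype name, and 4 clusters of CHOs (clusters 1, 8, 12 and 13) stayed unnamed as well. The unnamed clusters of CHOs made up 23.5% of the CHOs of mutants and 34.7% of those of controls (means, n = 2).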

BMSC numbers are decreased and CHO and SMC numbers are increased in *Lats2*^iΔEC^ mutants (Fig. 5a–c and Extended Data Fig. 7a–c). 

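BMSCs made up 21.5% ± 0.885 (SD, n = 2) of the stromal cells of mutants and 39.2% ± 0.791 (SD, n = 2) of those of controls. For CHOs the shares were 49.2% ± 1.61 and 26.4% ± 0.879, and for SMCs 9.64% ± 0.231 and 4.79% ± 0.104. Among BMSCs, dpMSC-like cells made up 9.77% ± 0.621 of the stromal cells of mutants and 28.4% ± 0.813 of those of controls, and mpMSC-like cells 11.7% ± 0.264 and 10.8% ± 0.0219. OBs fell from 10.8% ± 0.0101 of the cells in controls to 2.66% ± 0.0710 in mutants. Of a cluster led by *Mepe* that scored closest to OBs in the first clustering, 297 cells were counted as mpMSC-like, and with these added to OBs the shares of OBs were 11.4% ± 0.0293 in controls and 5.03% ± 0.171 in mutants and those of mpMSC-like cells 10.2% ± 0.00271 and 9.36% ± 0.164, a count made after the data were seen. ECs made up 11.7% ± 0.624 in mutants and 14.0% ± 0.368 in controls, and fibroblasts 5.34% ± 0.258 and 4.76% ± 0.166. Tested with edgeR on the numbers of cells per library, the log2 fold changes were −0.86 for BMSCs (Benjamini-Hochberg adjusted p = 3.61e-11), 0.89 for CHOs (1.94e-11), 1.01 for SMCs (2.71e-09), −2.01 for OBs (1.25e-11) and −0.26 for ECs (2.71e-04). Fibroblasts had a log2 fold change of 0.17 (edgeR, Benjamini-Hochberg adjusted p = 0.0560), which became 0.28 and passed the threshold under the stricter cell filter and was 0.21 and past it without mutant replicate 1. Shares sum to the whole, so a gain of one type lowers the others. Several genes that set these types apart also changed within them, and the shares were therefore taken again after clustering without every gene changed in any class. The mutant and control shares were then 22.5% and 39.1% for BMSCs, 47.6% and 26.5% for CHOs, 9.34% and 4.58% for SMCs, 3.10% and 10.5% for OBs, 11.7% and 14.0% for ECs, and 5.71% and 5.34% for fibroblasts (means, n = 2).

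**Figure D1:**
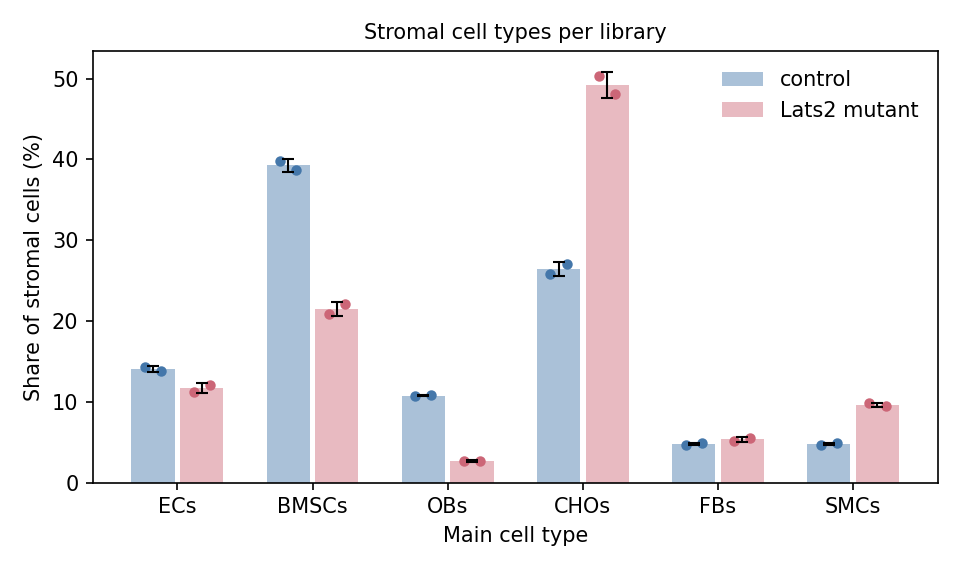
Share of stromal cells in percent (vertical axis, from 0) for each main cell type (horizontal axis) in *Lats2* iΔEC and control libraries. Bars give the mean of 2 libraries, error bars the SD and points the libraries, and the CHO bar stands at 49.2% for mutants against 26.4% for controls.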

Within the EC cluster, metaphyseal (type H) ECs (mpECs, Ramp3^+^), bone marrow (type L) ECs (bmECs, Stab2^+^), arteriole-like ECs (alECs, Fmo2^+^) and arterial ECs (aECs, Gja4^+^) can be readily identified (Extended Data Fig. 7d–f). 

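Sorted by these markers, ECs fell into 1 mpEC-like cluster with 107 mutant and 340 control cells, 1 bmEC-like cluster with 127 and 415, alEC-like clusters with 368 and 239, and aEC-like clusters with 344 and 450. Cluster 5, with 180 mutant and 155 control cells, scored closest to mpECs (0.861, with 6 markers detected). Its 10 leading genes held none of these markers, while they held *Kit*, which is listed for hematopoietic progenitors, so it took no name and was compared under its number. *Nox4*, which Supplementary Table 1 gives for mpECs as specific to mutants and which was left out of the markers used here, was among its leading genes. Without integration of the libraries, the matching cluster held 25 control cells, in number 16.1% of those with integration and 24 of them the same cells, and 121 of the 155 control cells lay in the mpEC-like cluster. In cluster 5, 8 of the 10 leading genes also changed between genotypes, which limits what a comparison of its cells shows. After clustering without the genes changed in any class, 323 of the 335 cells of cluster 5 were mpEC-like, and mpECs made up 32.6% of the ECs of mutants and 39.2% of those of controls, aECs 28.4% and 25.9%, alECs 30.5% and 14.4%, and bmECs 8.60% and 20.5% (means, n = 2 libraries).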

When compared to controls, *Lats2*^iΔEC^ ECs exhibit numerous downregulated but also strongly upregulated differentially expressed genes (DEGs) (Extended Data Fig. 7g). 

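Over all ECs, 5626 genes were tested in 502 and 624 mutant cells and 809 and 790 control cells. Of these genes, 142 were higher and 122 lower in mutants. Without the filter on low counts and on the share of cells with a count, 1481 genes passed the same thresholds, the largest move among the alternatives, and DESeq2 called 142 higher and 123 lower. Apart from the *Cre-ERT2* transgene, the largest increase was that of *Rps3a3* (ENSMUSG00000059751, chromosome 13), at 4.98 (edgeR, Benjamini-Hochberg adjusted p = 3.04e-23). *Rps3a3* is a processed copy of a ribosomal protein gene, so its count is uncertain, and it rose in every class that tested it. Genes of osteoblasts also entered these calls. *Bglap* had a log2 fold change of −2.14 in ECs, and the free RNA of empty droplets at its estimated share would give 73.8 CPM in mutants and 287 CPM in controls, 100% to 112% of the level seen. That share was estimated by taking counts of other cell types' markers as free RNA, so a value near 100% is no independent test.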

*Lats2*^iΔEC^ mutant mpEC and aEC subpopulations show particularly large numbers of upregulated genes (Fig. 5d). 

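Among the EC classes, 120 genes were higher and 91 lower in mutant mpECs (6267 genes tested), and 130 were higher and 66 lower in aECs (4941 tested). In bmECs 170 genes were higher and 85 lower, in alECs 71 and 30, and in cluster 5 472 and 474. Cells of cluster 5 had medians of 7490.5 and 7574.5 UMIs in mutants but 3332 and 2954 in controls. Their estimated free RNA was 0.872% and 1.13% in mutants and 1.97% and 1.98% in controls. These differences limit the cluster 5 comparison, and a draw of equal cells does not even them out. Each class was also drawn down to 52 cells per library, since the number of cells sets how many genes can be called. The counts of higher genes were then 106 in mpECs, 121 in aECs, 167 in bmECs, 31 in alECs and 359 in cluster 5, the same order as with all cells. Among the planned settings, DESeq2 moved the count of higher genes in mpECs most by ratio, to 45, and testing without the gene filter most by number, to 245. Clustering without the changed genes, chosen after seeing the data, gave 298, more than in bmECs (137), aECs (135) or alECs (77) there, while without the gene filter aECs (433) had more than bmECs (351). A test of whether the genotype acts differently in mpECs than in aECs, alECs and bmECs, with cluster 5 left out of that reference, called 20 genes with a larger and 5 with a smaller log2 fold change in mpECs, of 7541 tested (641 at an unadjusted p under 0.05). Without control replicate 1 the same edgeR test called 0 genes (430 at an unadjusted p under 0.05).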

Expression of the YAP1/TAZ-controlled target genes *Ccn1* (encoding cysteine-rich angiogenic inducer 61 (CYR61)), *Ccn2* (connective tissue growth factor (CTGF)), *Angpt1* (angiopoietin 1) and *Thbs1* (thrombospondin 1) is strongly increased (Extended Data Fig. 7h). 

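In all ECs, *Ccn1* (chromosome 3 of GRCm39 from 145352720 to 145355738) stood at 392 ± 24.0 CPM in mutants and 86.2 ± 21.2 CPM in controls (SD, n = 2 each), a log2 fold change of 2.19 (standard error 0.0942, edgeR, Benjamini-Hochberg adjusted p = 1.35e-18). *Ccn2* (chromosome 10 from 24471333 to 24474900) stood at 386 ± 7.88 and 81.1 ± 2.83 CPM, a log2 fold change of 2.25. *Thbs1* (chromosome 2 from 117941974 to 117957616) rose from 39.7 ± 10.3 to 376 ± 58.6 CPM, a log2 fold change of 3.23 (edgeR, Benjamini-Hochberg adjusted p = 5.40e-21). *Angpt1* stood at 3.61 ± 0.105 CPM in mutants and 4.39 ± 0.712 CPM in controls, below the filter, with a log2 fold change of −0.28 (edgeR without the filter, Benjamini-Hochberg adjusted p = 0.696). *Angpt2*, the gene of the second angiopoietin, which the legend of the cited panel names, stood at 346 ± 14.3 and 18.4 ± 9.31 CPM, a log2 fold change of 4.21. In mpECs the log2 fold changes were 2.16 for *Ccn1* (edgeR, Benjamini-Hochberg adjusted p = 1.82e-12) and 1.59 for *Ccn2* (4.67e-07). A list of YAP1/TAZ target genes fixed in advance, of which 8 were tested in mpECs, had a median log2 fold change of 0.31 (camera with a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted p = 1.35e-04 over the 8 lists tested in mpECs, 6.77e-05 unadjusted). Of its genes, 4 passed an adjusted p of 0.05 over all genes tested, and 4 when adjusted over the list alone. Under fry the same list had an adjusted p = 0.107, 0.0145 unadjusted. Of the 5 lists that camera placed at an adjusted p under 0.05 in mpECs, only this one and that of the actin cytoskeleton kept an unadjusted p under 0.05 with fry, and none did after adjustment. With the estimated free RNA subtracted fry gave an adjusted p = 0.0409 for this list and for those of mesenchymal and matrix genes, and without mutant replicate 1 it gave 0.0372 for that of the actin cytoskeleton. Clustering without the changed genes, chosen after seeing the data, adds 323 cells of cluster 5 to the class. It also adds 127 bmEC-like, 74 aEC-like and 35 alEC-like cells, so its values cannot be credited to cluster 5 alone. Then 12 genes of the YAP1/TAZ list were tested, with a median of 1.53, and fry gave an adjusted p = 0.00375 for this list. Fry put 4 of the 5 lists under 0.05, all but that of the immediate early SRF targets (0.0570). In cluster 5 of the main clustering, the YAP1/TAZ list passed both tests (adjusted p = 4.14e-08 with camera and 0.0204 with fry). With the replicate number as a block it no longer passed there with fry.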

Surprisingly, genes typical for mesenchymal cells and fibroblasts are also strongly upregulated in *Lats2*^iΔEC^ mpECs. 

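Of a list of mesenchymal genes fixed in advance, 14 were tested in mpECs, with a median log2 fold change of 0.58 (camera, Benjamini-Hochberg adjusted p = 1.02e-05 over the 8 lists, 3.83e-06 unadjusted). With fry it was 0.119, 0.0515 unadjusted. The camera call did not hold without integration of the libraries (adjusted p = 0.256) nor under the stricter cell filter (0.198). By gene, 11 passed an adjusted p of 0.05 over all genes and 12 when adjusted over the list alone. *S100a4* (chromosome 3 from 90511074 to 90513354) had the largest change, from 20.7 ± 9.02 CPM in controls to 435 ± 65.0 CPM in mutants (SD, n = 2), a log2 fold change of 4.43 (edgeR, Benjamini-Hochberg adjusted p = 2.67e-24). In the other direction *Col1a1* and *Col1a2* had log2 fold changes of −2.21 and −2.27. *Col1a2* also fell in empty droplets (log2 ratio −1.92), so its fall can reflect free RNA of osteoblasts rather than expression by ECs. With the estimated free RNA subtracted, the alternative that lowered the p of the list most, camera gave an adjusted p = 3.85e-14. In cluster 5 the mesenchymal list passed with camera (adjusted p = 1.20e-05) and with fry (adjusted p = 0.0204). Log2 fold changes of 3.96 for *Fn1* and −2.98 for *Col1a2* were among its largest there, and the limit from free RNA applies to *Col1a2* there as well. A list of endothelial identity genes moved down without passing the threshold in mpECs (20 genes, median −0.02, camera, adjusted p = 0.249), with 4 genes past an adjusted p of 0.05 over all genes and 6 when adjusted over the list alone. In cluster 5 the same list moved down further (camera, adjusted p = 1.57e-04; fry, adjusted p = 0.0204), and fry did not pass with any library left out (adjusted p from 0.126 to 0.197).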

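*Vim* (chromosome 2 from 13578738 to 13587639) stood at 1869 ± 101 CPM in mutant mpECs and 1005 ± 251 CPM in control mpECs (SD, n = 2), a log2 fold change of 0.90 (standard error 0.126, edgeR, Benjamini-Hochberg adjusted p = 4.04e-07). *Fn1* (chromosome 1 from 71624673 to 71692419) had 108 ± 50.0 and 57.2 ± 20.3 CPM, a log2 fold change of 0.93 (edgeR, Benjamini-Hochberg adjusted p = 0.00453), and −0.23 in mpECs clustered without integration. Without mutant replicate 1 it was 0.37 and without control replicate 1 0.59, neither past an adjusted p of 0.05 from edgeR. *Thbs1* had a log2 fold change of 1.09 in mpECs (edgeR, Benjamini-Hochberg adjusted p = 3.96e-04). *Tagln* and *Angpt2* were below the filter in mpECs. *Tagln* had 9.67 ± 2.77 CPM in mutants and 2.68 ± 0.596 in controls, a log2 fold change of 1.79 (edgeR without the filter, Benjamini-Hochberg adjusted p = 0.139), and *Angpt2* had 54.1 ± 5.26 and 2.99 ± 1.03 CPM, a log2 fold change of 4.09 (adjusted p = 7.73e-20). Over all ECs, the log2 fold changes were 1.15 for *Vim* and 1.86 for *Tagln*, each with both mutant libraries above both controls. In cluster 5, they were 1.52 for *Vim*, 3.44 for *Thbs1*, 3.96 for *Fn1* and 3.75 for *Angpt2*.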

The differential expression of a subset of these genes, including *Vim* (encoding the intermediate filament protein vimentin), *Tagln* (smooth muscle 22α, SM22α), *Fn1* (fibronectin 1), *Thbs1* and *Angpt2* is confirmed by immunostaining of the corresponding gene products in bone sections (Fig. 5e,f and Extended Data Fig. 8a). Additionally, we noticed that *Lats2*^iΔEC^ mutant type H ECs (mpECs) show expression of gene signatures associated with ECM, cell–matrix adhesion and actin cytoskeleton (Fig. 5g and Extended Data Fig. 8b). Furthermore, immunostaining of two critical downstream regulators controlling cell–matrix interactions, active integrin β1 and phosphorylated focal adhesion kinase (FAK), is strongly increased (Extended Data Fig. 8b). 

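A list of extracellular matrix genes fixed in advance, of which 36 were tested in mpECs, had a median log2 fold change of 0.22 (camera, Benjamini-Hochberg adjusted p = 8.78e-04 over the 8 lists, 5.49e-04 unadjusted; fry, 0.119 and 0.0864). Of these genes 15 passed an adjusted p of 0.05, over all genes as well as when adjusted over the list alone. The list of actin cytoskeleton genes (36 tested) had a median of 0.25 (camera, adjusted p = 8.71e-06, 2.18e-06 unadjusted; fry, 0.107 and 0.0268), with 11 genes past the same limit over all genes and 12 adjusted over the list alone. Its largest change was that of *Cdc42ep3*, at 1.20 (edgeR, Benjamini-Hochberg adjusted p = 7.70e-08). The list of cell-matrix adhesion genes (30 tested) had a median of −0.08 and moved down without passing the threshold (camera, adjusted p = 0.207, 0.181 unadjusted; fry, 0.119 and 0.0894). Of its genes 4 passed either way, among them *Itgb4* with a log2 fold change of 1.28 (edgeR, Benjamini-Hochberg adjusted p = 0.00904). In cluster 5 the lists of actin genes (median 0.64, camera, adjusted p = 2.32e-09) and of matrix genes (camera, adjusted p = 5.29e-04) moved up. The adhesion genes there had a median of 0.09 and a mean of −0.04, which differ in sign (camera, adjusted p = 0.861). From its lineage tracing, the paper reasons that mutant ECs take on a phenotype like that of mesenchymal cells through EndMT, with mesenchymal markers and more interaction with the matrix, without a full conversion.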

Ultrastructural analysis by transmission electron microscopy confirms the profoundly increased deposition of matrix components in the *Lats2*^iΔEC^ metaphysis and pronounced actin fibers in mutant ECs (Extended Data Fig. 8c). Genetic lineage tracing supports that *Lats2*^iΔEC^ ECs are not fully converted into mesenchymal stromal cells (Extended Data Fig. 8d) but acquire a mesenchymal cell-like phenotype through EndMT, including the expression of typical mesenchymal markers and elevated cell–matrix interactions.

**Fig. 5:**
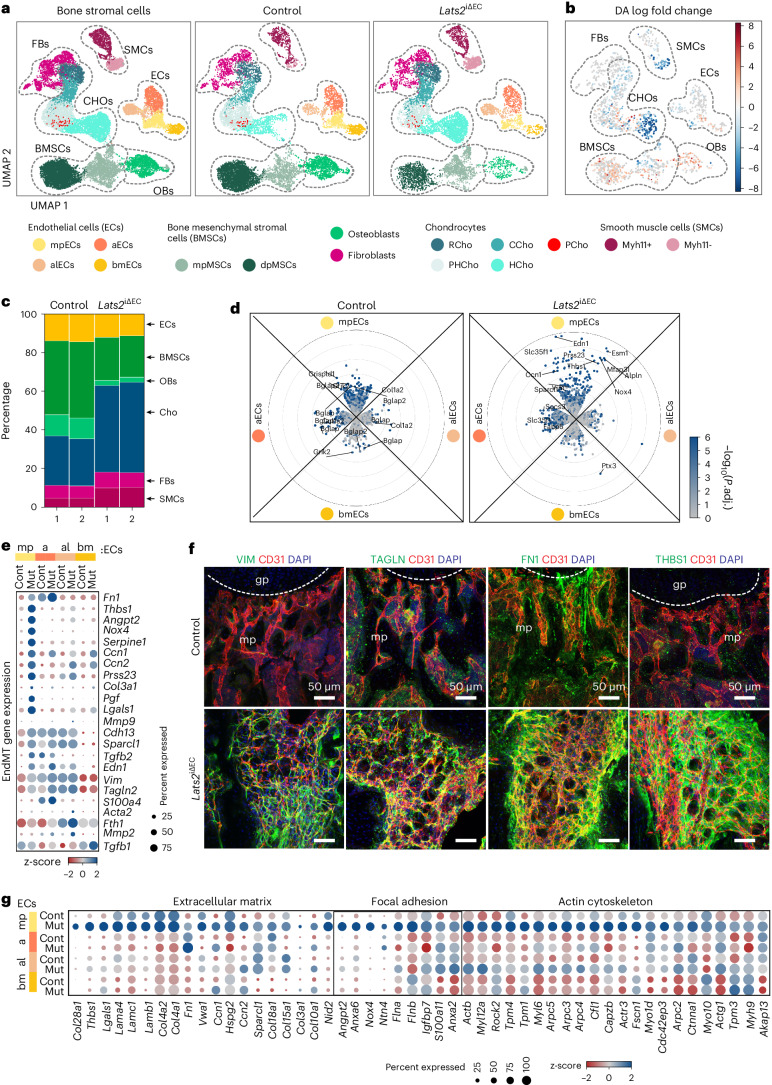
EndMT after loss of LATS2. **a**,**b**, UMAP plots showing merged (left) and separated control and *Lats2*^iΔEC^ mutant (right) bone stromal cells color-coded by cell type (**a**). Changes in cellular abundance (differential abundance (DA)) as calculated with milopy. Negative values indicate increased abundance in *Lats2*^*iΔEC*^ mutant (**b**). Metaphyseal ECs (mpECs), arteriole-like ECs (alECs), arterial ECs (aECs), metaphyseal MSCs (mpMSCs, Osteo-CAR), diaphyseal MSCs (dpMSCs, Adipo-CAR), resting chondrocytes (RCHOs), columnar chondrocytes (CCHOs), proliferating chondrocytes (PCHOs), pre-hypertrophic chondrocytes (PHCHOs), hypertrophic chondrocytes (HCHOs) as well as Myh11^+^ and Myh11^−^ SMCs are indicated. **c**, Bar graph displaying percentage of each main bone stromal cell type. **d**, Radial expression plot (Methods) showing DGE of control and *Lats2*^iΔEC^ EC subclusters. *y* axis shows log_2_ fold expression changes; color scale represents the adjusted *P* values. **e**, Dot plot for normalized and averaged expression indicates high expression of mesenchymal markers and fibroblast genes in *Lats2*^iΔEC^ mpECs. z-scaled per row. **f**, Immunostaining showing high levels of Vimentin (VIM), Transgelin (TAGLN), Fibronectin 1 (FN1) and Thrombospondin 1 (THBS1) in *Lats2*^iΔEC^ metaphysis (mp). Control growth plate (gp) is marked by the dashed line. ECs (CD31, red) and nuclei (DAPI, blue) are labeled. **g**, Row-wise z-scaled normalized expression values of ECM, focal adhesion and actin cytoskeleton genes in *Lats2*^iΔEC^ mutant and control EC populations. FB, fibroblast.

### Endothelial signals control myofibroblast generation

Previous research revealed that *Lepr-Cre*^+^ and *Gli1*^+^ mesenchymal stromal cells give rise to myofibroblasts during hematopoietic cell-induced myelofibrosis^9,10^. As the exact nature of the processes leading to bone fibrosis is incompletely understood, we analyzed gene expression changes in different cell populations. We noted that transcriptional alterations in *Lats2*^iΔEC^ mpMSCs (Osteo-CAR) cells are more extensive than those seen in diaphyseal mesenchymal stromal cells (dpMSCs; Adipo-CAR cells) or OBs (Fig. 6a). 

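In mpMSC-like cells 442 genes were changed between genotypes, 230 higher and 212 lower in mutants (5828 tested). In dpMSC-like cells 51 genes were changed, 31 higher and 20 lower (5011 tested), and in OBs 72, with 60 higher and 12 lower (6202 tested). The mpMSC-like class held 517 and 615 mutant and 613 and 623 control cells, dpMSCs 418 and 527 against 1642 and 1598, and OBs 117 and 140 against 610 and 619. With 117 cells of each class drawn per library, the counts were 490, 74 and 76. The largest move came from testing without the gene filter, which called 1816 genes in mpMSCs, 202 in dpMSCs and 425 in OBs. In mpMSCs the largest changes were those of *Egln3* (chromosome 12 from 54225767 to 54250673), from 1.27 ± 0.980 to 210.2 ± 3.80 CPM (SD, n = 2), a log2 fold change of 7.34 (standard error 0.181, edgeR, Benjamini-Hochberg adjusted p = 8.44e-15), and *Ankrd37*, at 5.72. In dpMSCs *Grid1* had a log2 fold change of −4.36 and *Cdkn1a* one of 1.71, and in OBs *Ndufa4l2* had 2.20 and *Socs3* 2.01. Whether the genotype acts more strongly in one of these classes than in another was not tested gene by gene. Of the 10 leading genes of the mpMSC-like cluster, 5 also changed between genotypes in that class, which limits the comparison. In the clusters of dpMSC-like cells and of OBs the number was 0.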

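Among chondrocytes, the hypertrophic-like class had the most changed genes, 1339, of which 661 were higher and 678 lower in mutants (6392 tested). The pre-hypertrophic-like class followed with 340, 256 higher and 84 lower (7497 tested). Columnar-like chondrocytes had 79 higher and 76 lower genes, resting-like 33 and 22, and proliferating-like 8 and 3, the last from 20 and 23 mutant and 17 and 33 control cells. Without mutant replicate 1 the proliferating-like class had 152 changed genes, and without control replicate 2 the resting-like class had 83. Of the unnamed clusters, cluster 1 had 329 changed genes, clusters 8 and 12 had 51 each and cluster 13 had 76. The count of cluster 12 ranged from 16 without mutant replicate 2 to 159 without control replicate 2, and that of cluster 13 fell to 13 without mutant replicate 1. The hypertrophic-like class was also the most unequal in size, with 748 and 774 mutant against 118 and 108 control cells, and with 108 cells per library 1287 genes were called there and 362 in the pre-hypertrophic-like class. Clustering without integration moved these named classes most among the settings that kept the gene filter, to 754 and 212. Of the hypertrophic-like class, 1468 of 1522 mutant cells but 5 of 226 control cells then lay in 1 cluster, while 74 of the control cells lay in another hypertrophic-like and 114 in a pre-hypertrophic-like cluster, so the comparison behind the 1339 genes can set different kinds of chondrocytes against each other. In the leading clusters of hypertrophic-like cells 6 and 5 of the 10 leading genes also changed between genotypes. The same limit applies to columnar-like cluster 7 with 7 such genes and to resting-like cluster 5 with 6. Columnar-like cluster 4 had 1 and resting-like cluster 10 had 0. The largest increase among hypertrophic-like cells was that of *Nrn1* (chromosome 13), at 7.94 (edgeR, Benjamini-Hochberg adjusted p = 2.17e-10), and among pre-hypertrophic-like cells that of *H2-Ab1* (chromosome 17), at 4.62 (edgeR, Benjamini-Hochberg adjusted p = 4.26e-11).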

In the CHO cluster, pre-hypertrophic chondrocytes (PHCHOs) and hypertrophic chondrocytes (HCHOs) show the largest number of DEGs (Fig. 6b,c). We also noted a strong enrichment of *Myh11*^−^ cells in the *Lats2*^iΔEC^ SMC cluster, which show increased expression of markers associated with fibrosis and are likely to represent myofibroblasts (Fig. 6d–f). 

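*Myh11*- cells made up 53.0% ± 3.12 (SD, n = 2) of the SMCs of mutants and 17.4% ± 0.236 of those of controls. Tested with edgeR on the numbers of cells per library, their log2 fold change was 2.62 (Benjamini-Hochberg adjusted p = 1.83e-22), and it lay between 2.12 and 3.81 under the alternatives. Of their 10 leading genes, 6 changed between genotypes, and after clustering without the genes changed in any class the shares were 63.3% ± 1.71 and 29.8% ± 0.157. Without integration, 476 of 493 mutant cells of this class but 8 of 95 control cells lay in 1 cluster, and 84 of the control cells in another that was also named *Myh11*-, which limits a comparison of genotypes within it. In *Myh11*- cells, 404 genes were higher and 485 lower in mutants (5711 tested). A list of fibrosis and myofibroblast genes fixed in advance, of which 25 were tested, had a median log2 fold change of 1.39 in these cells (camera, Benjamini-Hochberg adjusted p = 8.09e-18 over 3 classes, 2.70e-18 unadjusted; fry, 0.0100 and 0.00334). Of these genes 19 passed an adjusted p of 0.05 over all genes, 17 of them higher in mutants, and 19 when adjusted over the list alone. *Spp1* (chromosome 5 from 104582165 to 104589235) rose from 391 ± 12.1 to 10980.5 ± 1339 CPM, a log2 fold change of 4.81 (edgeR, Benjamini-Hochberg adjusted p = 1.37e-28). *Col12a1* had a log2 fold change of 2.86. In *Myh11*+ SMCs the list moved down (15 genes, median −0.28, camera, adjusted p = 9.78e-05; fry, adjusted p = 0.0211), with 6 genes past the limit over all genes and 8 when adjusted over the list alone. Under the stricter cell filter, the move in *Myh11*+ SMCs did not pass (camera, adjusted p = 0.0858). With any library left out fry passed in neither SMC class (adjusted p from 0.0784 to 0.125).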

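In mpMSC-like cells the list of fibrosis and myofibroblast genes had a median log2 fold change of 0.34 (24 genes, camera, adjusted p = 0.0334; fry, adjusted p = 0.0218). By gene, 20 passed an adjusted p of 0.05 over all genes, 13 of them higher in mutants, and 21 when adjusted over the list alone. The camera call did not hold with equal cells (adjusted p = 0.162), under the stricter cell filter (0.177), after clustering without the changed genes (0.376, a setting chosen after seeing the data), under DESeq2 (0.0709), without control replicate 2 (0.0909) or without control replicate 1 (0.0610), and without mutant replicate 1 the adjusted p was 0.00378. The fry call did not hold with any library left out (adjusted p from 0.0870 to 0.134), nor with equal cells (0.0612), the stricter filter (0.0565), no integration (0.0561), the replicate block (0.113), the crossed pairing (0.0579) or clustering without the changed genes (0.190, with a median of 0.14). *Loxl2* had a log2 fold change of 2.02 in mpMSCs (edgeR, Benjamini-Hochberg adjusted p = 1.91e-11), and *Vcan* one of −1.99 (adjusted p = 1.78e-12). *Runx2* had a log2 fold change of −1.09. A subcluster of mpMSC-like cells that express *Mepe* made up more of the class in mutants. Without it, 419 genes were changed in the class, 228 higher and 191 lower, of which 182 and 182 were also called with it.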

Analysis of the same scRNA-seq data also shows a pronounced shift within the *Lats2*^iΔEC^ mpMSC subcluster, indicative of altered gene expression relative to control (Fig. 6d). 

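PAGA was run on a graph of 3752 mpMSC-like and SMC cells, of which 2003 came from mutants, and slingshot was not used here. Connectivity, which PAGA scales from 0 to 1, was 0.0231 between mpMSCs and *Myh11*- SMCs, 0.00124 between mpMSCs and *Myh11*+ SMCs and 0.120 between *Myh11*- and *Myh11*+ SMCs. Taken alone, mutant cells gave 0.0536, 4.63e-04 and 0.0796 for the same pairs, and control cells 0.0102, 1.58e-04 and 0.523. By library, mpMSCs and *Myh11*- SMCs had connectivities of 0.0749 and 0.0700 in mutants and 0.0252 and 0.0196 in controls. *Myh11*- and *Myh11*+ SMCs had 0.114 and 0.0985 in mutants and 0.654 and 0.692 in controls. Mutant and control cells of the *Myh11*- class mostly parted into different clusters without integration, which limits a comparison of these values between genotypes. Without integration the connectivity of mpMSCs and *Myh11*- SMCs was 0.0351. Connectivity has no direction and does not order cells in time.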

Pseudotime^27^ and partition-based graph abstraction (PAGA)^28^ analysis of the *Lats2*^iΔEC^ scRNA-seq data suggest a potential differentiation trajectory from mpMSCs to *Myh11*^−^ cells in the SMC cluster (Fig. 7a–d). 

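*Gli1* (chromosome 10 from 127165751 to 127177865) stood at 7.53 ± 2.10 CPM in mutant and 9.74 ± 1.92 CPM in control mpMSCs (SD, n = 2), the highest levels among the classes of BMSCs, OBs and SMCs, and below the filter in all of them. In *Myh11*- SMCs it had 2.21 and 3.06 CPM, in *Myh11*+ SMCs 1.75 and 1.27 CPM, in OBs 1.81 and 1.31 CPM, and in dpMSCs no count in mutants and 0.661 CPM in controls. *Acta2* (chromosome 19 from 34217737 to 34232990) stood at 12351 ± 63.0 CPM in mutant and 15017 ± 755 CPM in control *Myh11*+ SMCs, a log2 fold change of −0.28 (edgeR, Benjamini-Hochberg adjusted p = 0.0106). In *Myh11*- SMCs it had 1162 ± 81.8 and 1196 ± 698 CPM, a log2 fold change of −0.05 (edgeR, Benjamini-Hochberg adjusted p = 0.843), with the control libraries at 703 and 1690.3 CPM. Without control replicate 2 the log2 fold change was 0.72 and without control replicate 1 it was −0.55, each past an adjusted p of 0.05 from edgeR. *Myh11* itself, which names the class, stood at 940 CPM in its control cells and 51.4 CPM in its mutant cells. In mpMSCs *Acta2* had 67.1 ± 10.4 and 12.4 ± 4.37 CPM, a log2 fold change of 2.45 (edgeR without the filter, Benjamini-Hochberg adjusted p = 3.41e-08).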

Although *Gli1* expression is most prominent in the mpMSC/Osteo-CAR subcluster, *Acta2* transcripts (encoding αSMA) are abundant in *Myh11*^+^ SMCs and strongly upregulated in *Lats2*^iΔEC^ *Myh11*^*−*^ SMCs/myofibroblasts (Fig. 7e). Consistent with previous studies highlighting the role of Gli1^+^ cells as a source of myofibroblasts in bone fibrosis^10^, *Gli1-CreERT2*-mediated recombination of a Cre reporter allele labels vessel-associated BMSCs in the 12-week-old metaphysis, namely mpMSC/Osteo-CAR cells (Fig. 7f,g).

**Fig. 6:**
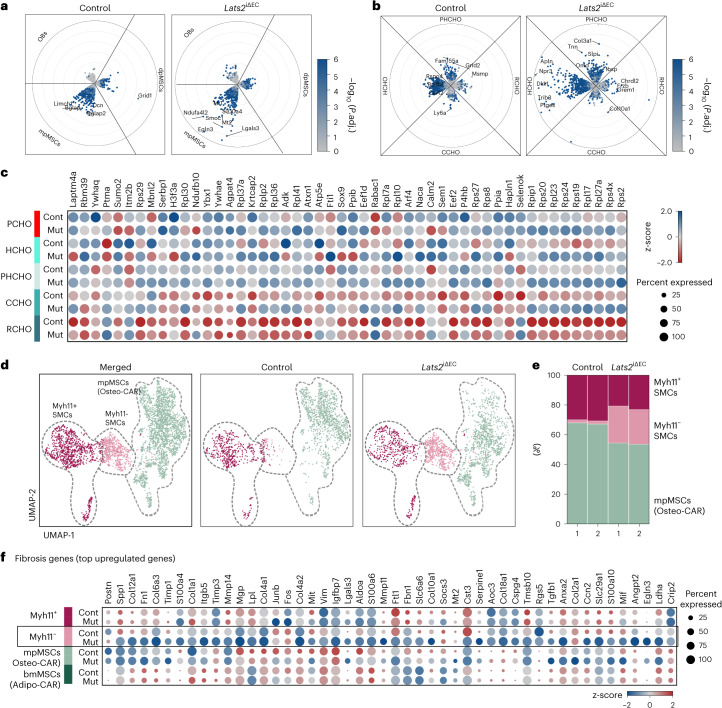
EC-derived signals control mpMSCs and CHOs. **a**–**c**, Radial expression plot (Methods) of BMSC/OB subsets, showing that most significant differences in regulation between conditions occur in mpMSCs (**a**). Within the CHO subset, most differences between conditions are confined to HCHOs. Proliferating CHOs are not shown, as number was less than 50 (**b**). Genes significantly differentially expressed (*P*.adj ≤ 0.01, log_2_FC < 0, frac. expressed ≥ 0.2) between control (Cont) and mutant (Mut) in at least one CHO sub-identity (**c**). **d**,**e**, UMAP visualization of mpMSC and SMC subclusters showing all cells (left) or split by genotype (right) (**d**). Percentage of cells in each cell type per sample is shown. Note increase in *Lats2*^iΔEC^ Myh11^−^ SMCs representing myofibroblasts (**e**). **f**, Row-wise z-scaled normalized expression values of fibrosis genes in Myh11^−^ cells relative to mpMSCs, dpMSCs and Myh11^+^ SMCs.

**Fig. 7:**
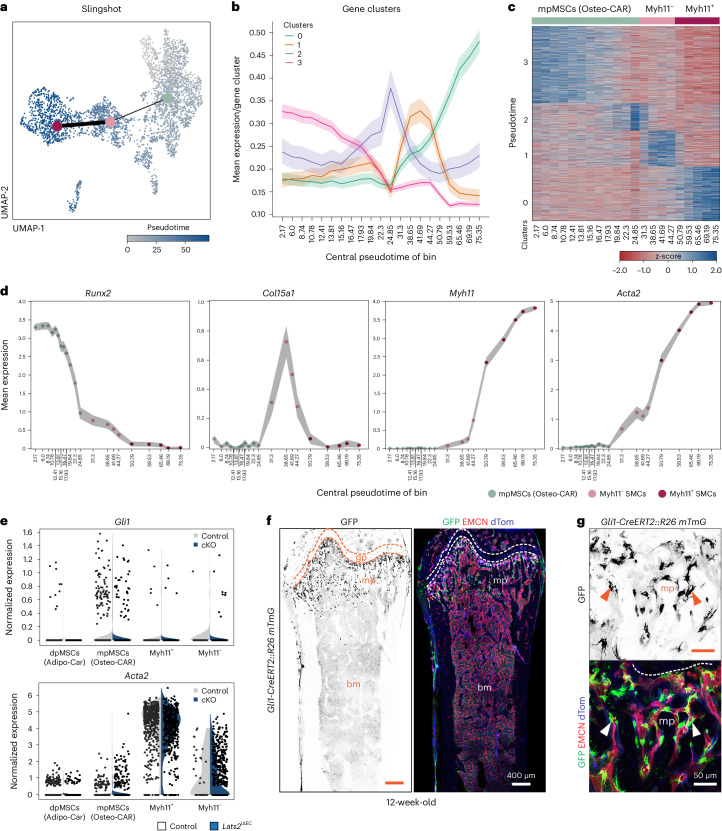
Conversion of mpMSCs into myofibroblasts. **a**–**c**, UMAP plot colored by slingshot pseudotime. Centroid dots show cell type identity, and connecting lines indicate cell type connectivities calculated by PAGA (**a**). Visualization of mean expression in gene clusters as determined by Leiden clustering genes along the slingshot pseudotime trajectory; filled areas show 95% confidence interval (**b**). Heatmap of these gene clusters showing gene expression changes across pseudotime (**c**). **d**, Selected marker genes showing continuous gene expression changes across the pseudotime trajectory from mpMSC to Myh11^+^ SMC. Normalized expression counts averaged per pseudotime bin are shown; filled areas show 95% confidence interval. **e**, Violin plots showing *Gli1* and *Acta2* expression in dpMSCs/Adipo-CAR cells, mpMSCs/Osteo-CAR cells as well as Myh11^+^ and Myh11^−^ SMCs of *Lats2*^iΔEC^ mutants relative to control. **f**,**g**, Longitudinal tile scan confocal images showing *Gli1-CreERT2*-labeled cells (green) in the metaphysis (**f**). High-magnification images confirm perivascular location of GFP^+^ cells (**g**). EMCN (red) and dTomato (blue).

Next, we sought to understand which EC-derived signals might lead to the conversion of mpMSC/Osteo-CAR cells into myofibroblasts and the emergence of fibrosis in the *Lats2*^iΔEC^ metaphysis. To identify potential ligand–receptor interactions (LRIs), we employed a newly developed approach (Methods) similar to CellPhoneDB^29^. 

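Within the mutant libraries, mpECs were compared with aECs, alECs and bmECs, but not with cluster 5, for 10 ligands, *Thbs1*, *Fn1*, *Col4a1*, *Col18a1*, *Plau*, *Vwf*, *Adm*, *Apln*, *Angpt2* and *Edn1*, which the study chose from these libraries. In this comparison 3 of the 10 were higher in mutant mpECs, *Thbs1* (log2 fold change 1.03), *Col4a1* (1.33) and *Apln* (1.91), while *Edn1* (−2.65) and *Vwf* (−2.72) were lower. The number of higher ligands ranged from 2 to 4 with each library left out in turn. In cluster 5 against mutant aECs, alECs and bmECs 9 of the 10 were higher, all except *Vwf*. Cluster 5 was not compared with mpECs. Of these, *Apln*, *Angpt2* and *Edn1* are among the 10 leading genes that set cluster 5 apart from other ECs, so the clustering already fixes their higher level there. The genotype changed 643 genes differently in cluster 5 than in aECs, alECs and bmECs, 255 with a larger and 388 with a smaller log2 fold change. Of the ligands, 6 were among the former, and 4 under the stricter cell filter. The numbers of genes and of ligands were both smaller without control replicate 2.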

*Lats2*^iΔEC^ mutant mpECs show substantially increased paracrine signaling capability compared to other EC subtypes, reflected by strongly elevated expression of secreted molecules relative to control (Extended Data Fig. 9a). In turn, many of the respective receptors for these EC-derived ligands are expressed or even elevated in other cell types in *Lats2*^iΔEC^ bone (Fig. 8a,b and Extended Data Fig. 9b). Specifically, genes involved in cell–matrix interactions (*Thbs1*, *Fn1*, *Col4a1*, *Col18a1* and *Plau*), the glycoprotein von Willebrand factor (*Vwf*) and secreted signaling molecules, such as adrenomedullin (*Adm*), apelin (*Apn*), angiopoietin 2 (*Angpt2*) and endothelin 1 (*Edn1*), are upregulated in *Lats2*^iΔEC^ mutant mpECs (Extended Data Fig. 9c). 

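Of 23 receptor genes fixed in advance for these ligands, between 10 and 15 passed the filter in mpMSCs, dpMSCs, OBs, *Myh11*- and *Myh11*+ SMCs, and 13 in fibroblasts. Neither edgeR nor DESeq2 called a receptor in dpMSCs, OBs, fibroblasts or *Myh11*+ SMCs (0 each), where 5, 5, 5 and 3 had an unadjusted p under 0.05. In hypertrophic-like chondrocytes 3 were higher in mutants (*Nrp2*, *Plaur* and *Cd47*) and 1 lower (*Itgav*). The permutation test of ligand-receptor pairs was not repeated, and receptor levels are given without pairing them to ligands.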

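In mpECs *Apln* (chromosome X from 47114019 to 47123775) had 102 ± 33.6 CPM in mutants and 29.4 ± 3.38 CPM in controls (SD, n = 2), a log2 fold change of 1.78 (standard error 0.246, edgeR, Benjamini-Hochberg adjusted p = 3.02e-07). *Col18a1* had a log2 fold change of 0.62 (edgeR, Benjamini-Hochberg adjusted p = 0.00776), and *Col4a1* one of 0.26 (adjusted p = 0.119). *Edn1* (chromosome 13 from 42446301 to 42461466) was below the filter, at 29.9 ± 3.98 and 6.44 ± 4.72 CPM, a log2 fold change of 2.26 (edgeR without the filter, Benjamini-Hochberg adjusted p = 8.21e-06). *Vwf* had 10.7 ± 12.3 and 4.56 ± 2.06 CPM, with overlapping libraries (edgeR without the filter, Benjamini-Hochberg adjusted p = 0.303). *Plau* had a log2 fold change of −0.11 (edgeR without the filter, Benjamini-Hochberg adjusted p = 0.920), and *Adm* stood at 3.87 ± 0.0148 CPM in mutants with no count in controls. In cluster 5 the log2 fold changes were 4.61 for *Edn1*, 3.58 for *Apln*, 3.40 for *Adm*, 1.38 for *Col18a1* and 0.38 for *Col4a1*, and that of *Plau* was 0.64 and did not pass an adjusted p of 0.05 from edgeR.

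**Figure D2:**
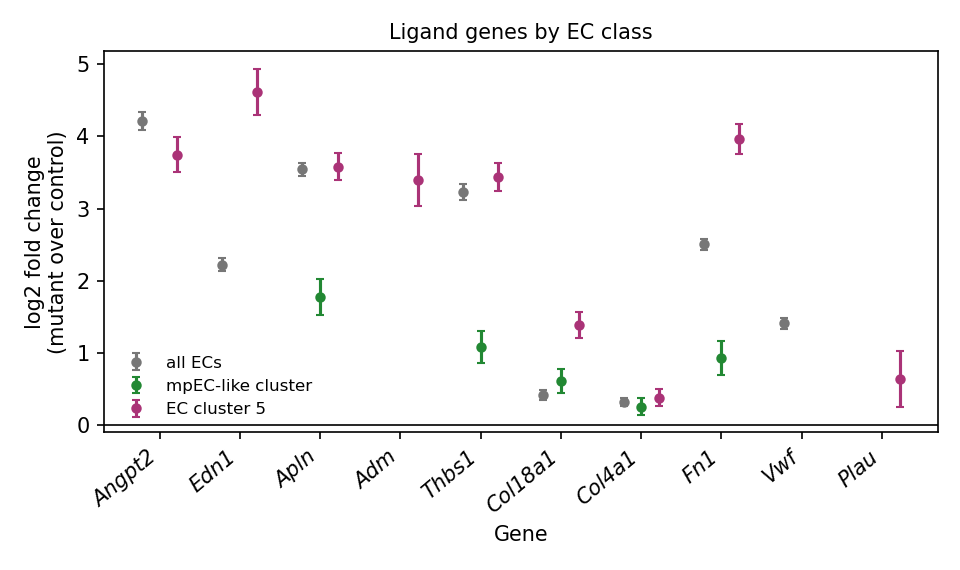
Log2 fold change of mutants over controls (axis through 0) for each ligand gene in all ECs, mpEC-like cells and EC cluster 5. Points give the log2 fold change and bars its standard error, genes below the filter in a class are not drawn, and *Apln* stands at 1.78 in mpECs and at 3.58 in cluster 5.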

The corresponding receptors are expressed by multiple cell populations but are frequently found in mpMSCs and the *Myh11*^−^ SMC subcluster (Extended Data Fig. 9c,d). 

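In mpMSCs 14 of the receptor genes were tested. *Sdc1* (log2 fold change 1.20, edgeR, Benjamini-Hochberg adjusted p = 8.99e-09) and *Ramp1* (1.05, adjusted p = 7.03e-09) were higher in mutants and *Nrp2* was lower (−1.19, adjusted p = 8.83e-10). With 117 cells per library edgeR called 0 of 13 higher and *Nrp2* lower (10 at an unadjusted p under 0.05), and without control replicate 1 a single receptor was called higher. In *Myh11*- SMCs 15 were tested and 6 were higher, with log2 fold changes of 1.17 for *Nrp2*, 1.35 for *Calcrl*, 1.59 for *Ramp1*, 1.73 for *Itgav*, 2.13 for *Sdc4* and 2.16 for *Itgb3* (edgeR, Benjamini-Hochberg adjusted p from 2.87e-09 to 0.00103). Lower were *Ednra*, the endothelin receptor, from 640 ± 13.1 to 164 ± 39.4 CPM (SD, n = 2), *Nrp1* and *Sdc1*, with log2 fold changes of −1.96, −1.01 and −1.62.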

Treatment of cultured BMSCs with recombinant endothelin 1 can increase the expression of fibrosis markers similar to TGFβ1, whereas adrenomedullin has no significant effect under the same conditions (Extended Data Fig. 9e). Based on these results, we propose that loss of LATS2 in ECs is sufficient to initiate bone fibrosis through the upregulation of EC-derived secreted molecules.

**Fig. 8:**
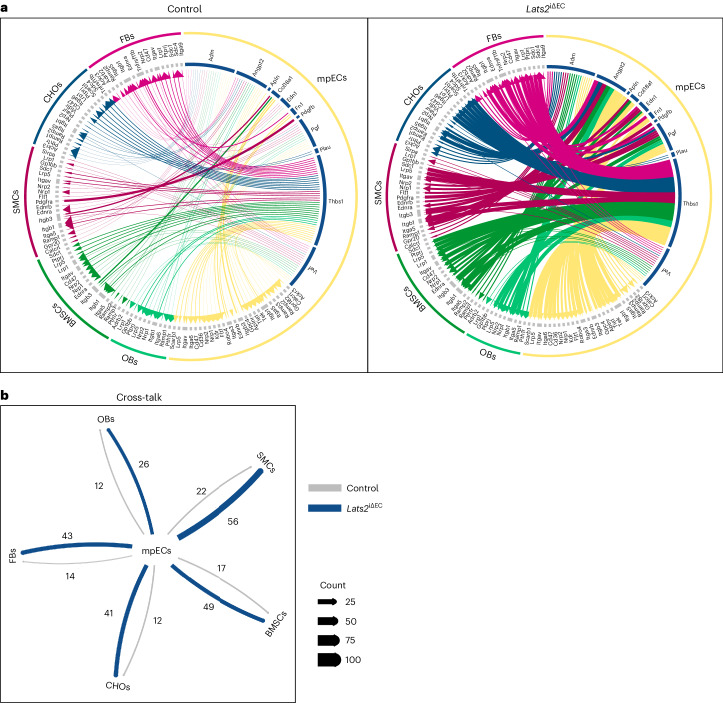
Loss of Lats2 increases endothelial signaling interactions. **a**, Ligand-receptor pairings indicating increased mpECs signaling to stromal cells in *Lats2*^iΔEC^ mutants. Relative (min-max normalized) changes in normalized expression counts of ligand and receptor for selected interactions (LRI) (scaled between 0 and 1) originating from mpECs. Interactions are significant at *P*.adj of LRI score in at least one condition and LRIDiffScore ≤ 0.05 and LRIDiff ≥ 1. **b**, Number of significant LRIs between cell types of interest (*P*.adj. LRIScore ≤ 0.05; *P*.adj. LRIDiffScore ≤ 0.05; |LRIDiffScore| ≥ 1). FB, fibroblast.

### YAP1/TAZ control EC plasticity through serum response factor

To gain insight into the mechanism controlling EndMT in *Lats2*^iΔEC^ mutants, we used iRegulon^30^ to examine which transcription factors are likely regulators of the gene expression changes in mpECs. 

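The transcription factor search was not repeated here, and lists of SRF target genes fixed in advance were tested in place of it. Of the immediate early targets, 12 were tested in mpECs, with a median log2 fold change of 0.49 (camera, Benjamini-Hochberg adjusted p = 3.28e-08 over the 8 lists, 4.10e-09 unadjusted; fry, 0.119 and 0.0884). Among them 8 passed an adjusted p of 0.05 over all genes and 9 when adjusted over the list alone. These genes rose in other classes as well, with medians of 1.66 in mpMSCs, 1.49 in aECs, 1.41 in *Myh11*+ SMCs, 1.13 in hypertrophic-like CHOs, 0.89 in dpMSCs, 0.80 in bmECs, 0.78 in alECs, 0.75 in OBs, 0.70 in *Myh11*- SMCs and 0.62 in pre-hypertrophic-like CHOs. The medians were 0.06 in resting-like and −0.31 in columnar-like CHOs and −0.05 in fibroblasts. The cytoskeletal targets (21 tested in mpECs) had a median of 0.11 and did not pass (camera, adjusted p = 0.0985; fry, adjusted p = 0.164), with 3 genes past the limit either way. Without mutant replicate 1 camera gave an adjusted p = 0.0184 for them. In cluster 5 the cytoskeletal targets moved up (camera, adjusted p = 5.34e-07; fry, adjusted p = 0.00282), *Tpm1* most among them with 2.61 (edgeR, Benjamini-Hochberg adjusted p = 7.07e-17), and for the immediate early targets camera gave an adjusted p = 0.00380 and fry 0.276. With any library left out fry did not pass for the cytoskeletal targets in cluster 5 (adjusted p from 0.0658 to 0.0774), and without mutant replicate 1 camera gave 0.0888 for the immediate early targets there.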

Serum response factor (SRF) is the top hit in this analysis, and SRF target genes are upregulated in *Lats2*^iΔEC^ mpECs (Fig. 9a,b). 

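*Srf* (ENSMUSG00000015605, chromosome 17 from 46857767 to 46867119) was below the filter in ECs. In mpECs it stood at 11.6 ± 0.0444 CPM in mutants and 5.86 ± 1.28 CPM in controls (SD, n = 2), a log2 fold change of 0.99 (standard error 0.546, edgeR without the filter, Benjamini-Hochberg adjusted p = 0.431). Over all ECs it stood at 10.9 ± 0.184 and 5.45 ± 0.528 CPM, a log2 fold change of 1.00 (edgeR without the filter, Benjamini-Hochberg adjusted p = 2.54e-04). In cluster 5 the log2 fold change was 1.77 (edgeR without the filter, Benjamini-Hochberg adjusted p = 0.0519). In each of these groups both mutant libraries lay above both controls.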

Further arguing for a potential role of SRF, transcript and protein are highly increased in mutant mpECs relative to control (Fig. 9c–e). *Srf* inactivation in ECs (*Srf* ^iΔEC^) alone has no significant effect on the bone vasculature, tissue organization, markers of fibrosis, growth plate size or mineralized bone, but CD31^+^/EMCN^−^ vessels, representing arteries/arterioles, are slightly reduced, and OSX^+^ cells are increased (Extended Data Fig. 10a–e). In EC-specific *Lats2* and *Srf* compound mutants (*Lats2 Srf* ^iΔEC^) generated with the same tamoxifen administration regime described earlier, the lack of SRF largely restores the normal organization of metaphyseal vasculature and EMCN expression in the *Lats2*^iΔEC^ background (Fig. 9f and Extended Data Fig. 10f–h). Vascular normalization is accompanied by the restoration of normal growth plate size and bone mineralization as well as reduction of PDGFRβ and αSMA immunostaining in *Lats2 Srf* ^iΔEC^ compound mutants (Fig. 9g,h and Extended Data Fig. 10i,j). The sum of these data shows that LATS2 limits YAP1/TAZ expression in bone ECs to prevent EndMT and SRF-mediated processes, leading to fibrosis and osteosclerotic defects (Extended Data Fig. 10k).

**Fig. 9:**
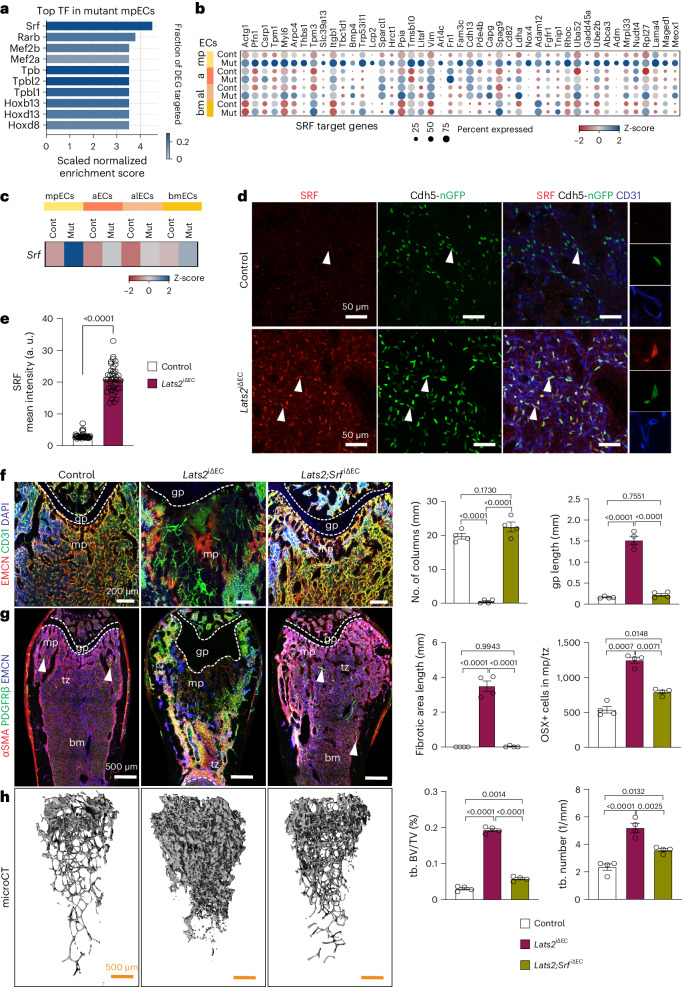
YAP1/TAZ regulate EC plasticity through SRF. **a**,**b**, Top transcription factors (TFs), predicted by iRegulon using genes significantly upregulated in *Lats2*^iΔEC^ mpECs (325 total genes; log_2_FC ≥ 1, *P*.adj ≤ 0.05, frac. expressed ≥ 0.2) compared to control (**a**). Row-wise z-scaled normalized expression values of known SRF target genes (**b**). **c**–**e**, *Srf* transcript levels in row-wise z-scaled normalized expression counts (**c**) and immunostaining signals (**d**) are strongly increased in *Lats2*^iΔEC^ mutant mpECs. Bar graph shows SRF mean intensity (a.u.) in ECs (**e**). Data (*n* = 4; 40 cells) are presented as mean ± s.e.m. *P* values, Mann–Whitney test (two-tailed). **f**, Maximum intensity projections of EMCN (red) and CD31 (green) immunostaining in control, *Lats2*^iΔEC^ and *Lats2 Srf* ^iΔEC^ double mutant femur. Quantification shows number of type H vessel columns and growth plate (gp) length. **g**, Tile scan confocal longitudinal view showing PDGFRβ and αSMA immunostaining. Arrowheads indicate arterial αSMA^+^ SMCs. Graphs show length of fibrotic area and number of OSX^+^ cells. **h**, Representative µCT images of femoral trabecular bone (tb). Quantitative analysis of tb volume (bone volume/total volume (BV/TV)) and number. Data for **f**–**h** (*n* = 4 each) are shown as mean ± s.e.m. *P* values, Tukey multiple comparison test (one-way ANOVA). *n* indicates the number of independent biological samples. Source data

## Discussion

Our results demonstrate that loss of the LATS2 kinase endows bone ECs with disease-promoting properties, resulting in osteosclerotic defects, bone fibrosis, EMH and splenomegaly. This involves the upregulation of YAP1/TAZ, and, accordingly, EC-specific overexpression of stabilized YAP1^S112A^ protein phenocopies major aspects of the defects seen in *Lats2*^iΔEC^ loss-of-function bone. YAP1 and TAZ are well known for their prominent role in the regulation of cell proliferation and tissue growth. In the endothelium of most organs, combined inactivation of *Yap1* and *Taz* impairs angiogenic blood vessel growth^31,32^, whereas the opposite phenotype, namely vascular overgrowth, occurs in the postnatal bone vasculature^21^. Our findings presented here indicate that YAP1 and TAZ are no longer required in the adult bone vasculature, and, instead, it is critical for healthy homeostasis that the activity of the two transcriptional coregulators is actively suppressed by LATS2.

Remarkably, loss of LATS2 is not sufficient to cause defects in the endothelium of multiple other organs, which might reflect redundant activity of the related kinase LATS1. It has been shown that LATS1 and LATS2 act non-redundantly in some biological contexts but can often compensate for each other^33,34^. In ECs of the growing retina and brain, combined inactivation of *Lats1* and *Lats2* results in hyperproliferation and metabolic activation through upregulation of the proto-oncogene c-Myc, which is rescued by the simultaneous inactivation of *Yap1*/*Taz*^31^. In the bone endothelium, however, LATS1 is unlikely to be a major player because it cannot prevent major defects in *Lats2*^iΔEC^ mutants.

At the mechanistic level, our results link LATS2 to EndMT, SRF and the regulation of exocytosis. EndMT is a physiological process during embryonic heart development where it mediates the conversion of ECs into valve interstitial cells but also into cardiac pericytes and vascular SMCs^35^. By contrast, EndMT in the adult organism refers typically to the pathogenic acquisition of a mesenchymal gene signature by ECs in atherosclerosis, hypertension and some other cardiovascular diseases^36^. SRF is a critical regulator of actin polymerization, which, together with myocardin family cofactors, controls the expression of effectors of actin dynamics and, thereby, myofibroblast differentiation and tissue fibrosis in multiple organs^37,38^. Cooperation between YAP1/TAZ and SRF was reported for the differentiation of vascular SMCs but also in certain cancer cells and cancer-associated fibroblasts^39–41^. However, it was also shown that the crosstalk between MRTF-SRF and YAP1/TAZ is often indirect and mediated by cytoskeletal dynamics and cell shape changes^40,42^. Although the exact nature of the link between SRF and Hippo pathway components in the bone endothelium requires further investigation, our findings show that SRF is required for YAP1/TAZ-induced EndMT, which involves marked changes in EC morphology, gene expression and vascular architecture. These alterations in ECs, through increased expression of matrix molecules and other secreted factors, affect other cell types, most likely mesenchymal mpMSCs/Osteo-CAR cells, resulting in fibrosis and osteosclerotic lesions. Furthermore, the identification of vascular defects in the ThPO and MPL models of myelofibrosis raises the possibility that EndMT, increased biological activity of YAP1/TAZ and SRF-mediated changes in gene expression, but also EC cytoskeletal function, might contribute to fibrosis. These findings are consistent with an earlier study reporting EndMT in ECs of small vessels in the BM and spleen of the JAK2-V617F knock-in mouse model but also in patients with primary myelofibrosis^14^. Although the molecular interactions linking diseased hematopoietic cells and blood vessels remain to be unraveled, TGFβ family transforming growth factors were shown to be upregulated in megakaryocytes but also in monocytes/macrophages from patients with myelofibrosis. Inhibition of TGFβ signaling ameliorates fibrosis in vitro and in mouse models of myelofibrosis^43,44^. TGFβ signaling is also a potent inducer of EndMT, has been linked to the loss (rarefaction) of microvessels and can potentiate MRTF-SRF signaling^38,45,46^. Future studies will have to address the role of TGFβ and other molecular regulators and provide further insight into the role of blood vessels in animal models of myelofibrosis and in human patients.

## Methods

### Animal models

For the inducible and EC-specific inactivation of *Lats2* in mice, we bred *Lats2*^lox/lox^ conditional mutants to *Cdh5(PAC)-CreERT2* transgenic mice^21^ to generate Cre-positive EC-specific *Lats2*^iΔEC^ mutants. *Cdh5(PAC)-mT/nG* transgenic reporter mice^21^ were introduced into the *Lats2*^iΔEC^ mutant background and corresponding controls. Mice carrying *loxP*-flanked *Yap1* and *Taz (Wwtr1)* alleles^47^ were also bred to the *Cdh5(PAC)-CreERT2* line to generate EC-specific *Yap1*^lox/lox^ and/or *Taz*^lox/lox^ conditional mutants^21^. To generate EC-specific constitutive-active Yap1 knock-in (Yap1-KI), mutated Yap1 amino acid 112 serine to alanine (Yap1^S112A^) mice^21^ were bred with *Cdh5(PAC)-CreERT2*. Using *Srf*^lox/lox^ mice with a similar breeding strategy, we generated inducible and EC-specific *Srf*^iΔEC^ mutant^48^ and *Lats2 Srf* double loss-of-function mutants (*Lats2 Srf*^iΔEC^). In all these experiments, Cre-negative littermates subjected to the same tamoxifen administration regime were used as controls. For inducible Cre*-*mediated recombination, mice received daily intraperitoneal injections of 1 mg of tamoxifen for 5 d at the age of 4–5 weeks. For the characterization of BMSCs in the metaphysis, *Gli1-CreERT2* (ref. ^49^) transgenic mice were interbred with Gt(Rosa26) ACTB-tdTomato-EGFP reporter mice^50^. These mice received 1 mg of tamoxifen for 3 d at 8 weeks of age and were analyzed 4 weeks later. Tamoxifen stocks were prepared as described previously^21^. Mice were backcrossed and maintained in a C57/BL6 genetic background, and both sexes were used for analysis.

For the ThPO model of bone fibrosis, wild-type (WT) cKit^+^-enriched cells were transduced with ThPO or empty vector (EV) control lentivirus and transplanted into lethally irradiated (split-dose) B6.Cg-Tg(Ly6a-EGFP)G5Dzk/J (*n* = 5 animals per group) and B6.SJL recipient mice (*n* = 3–4 mice per group). Blood was periodically collected via submandibular bleeds into microtainer tubes (Becton Dickinson), and blood counts were performed on a Horiba SciI Vet abc Plus hematology system. Transplantation of MPL^W515L^-expressing and matching control hematopoietic cells into sub-lethally irradiated mice was conducted as described previously^51^. Mice were euthanized for analysis when they displayed signs of fibrosis, as indicated by the dropping of hemoglobin levels or weight loss according to defined humane endpoints. Femurs were collected for imaging.

All animal experiments were performed according to institutional guidelines and laws, approved by local animal ethical committees and conducted at the Max Planck Institute for Molecular Biomedicine with necessary permissions (02.04.2015.A185, 84-02.04.2016.A160, 81-02.04.2017.A238 and 81-02.04.2019.A164) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz of North Rhine-Westphalia, Germany. ThPO and MPL bone fibrosis experiments were conducted according to protocols approved by the Central Animal Committee (Centrale Commissie Dierproeven (CCD), The Netherlands) in accordance with legislation in The Netherlands (approval no. AVD1010020173387).

### Sample processing and immunostaining

Mice were euthanized, and long bones (femur and tibia) were harvested and fixed immediately in ice-cold 2% paraformaldehyde (PFA) for 6–8 h under gentle agitation. Bones were decalcified in 0.5 M EDTA for 48–72 h at 4 °C under gentle shaking agitation, which was followed by overnight incubation in cryopreservation solution (20% sucrose, 2% PVP) and embedding in bone embedding medium (8% gelatine, 20% sucrose, 2% PVP). Samples were stored overnight at −80 °C. Then, 80–100-μm-thick cryosections were prepared for immunofluorescence staining.

Bone immunostaining was performed as described previously. Bone sections were washed in ice-cold PBS and permeabilized with ice-cold 0.3% Triton X-100 in PBS for 10 min at room temperature (RT). Samples were incubated in blocking solution (5% heat-inactivated donkey serum in 0.3% Triton X-100) for 30 min at RT. Primary antibodies: rat monoclonal anti-endomucin (V.7C7) (Santa Cruz Biotechnology, sc-65495, 1:100 dilution), goat polyclonal anti-CD31 (R&D Systems, AF3628, 1:100 dilution), rabbit polyclonal anti-Fabp5 (Lifespan Biosciences, C312991, 1:100 dilution), goat anti-PDGFRβ (R&D Systems, AF1042, 1:100 dilution), mouse monoclonal alpha-smooth muscle actin-Cy3 (Sigma-Aldrich, C6198, 1:200 dilution), mouse monoclonal alpha-smooth muscle actin-eFluor660 (eBioscience, 50-9760-82, 1:200 dilution), rabbit monoclonal anti-Yap1/Taz (D24E4, Cell Signaling Technology, 8418, 1:100 dilution), rabbit monoclonal anti-vimentin (D21H3, Cell Signaling Technology, 5741, 1:100 dilution), rabbit polyclonal anti-Tagln (Sm22a, Abcam, ab14106, 1:100 dilution), rabbit polyclonal anti-fibronectin (Fn1, Sigma-Aldrich, F3648, 1:100 dilution), rabbit polyclonal anti-thrombospondin 1 (Thbs1, Abcam, ab85762, 1:100 dilution), rabbit polyclonal anti-Angpt2 (Abcam, ab8452, 1:100 dilution), rabbit polyclonal anti-Cav1 (Cell Signaling Technology, 3238, 1:100 dilution), rabbit polyclonal anti-Col4 (AbD Serotec, 2150-1470, 1:100 dilution), rabbit-polyclonal anti-Osterix (Abcam, ab22552, 1:300 dilution), goat polyclonal anti-Mmp9 (R&D Systems, AF909, 1:200 dilution), rabbit polyclonal anti-Col-I (Millipore, AB765P, 1:100 dilution), rabbit polyclonal anti-Col-X (Abcam, ab58632, 1:100 dilution), rabbit polyclonal anti-LATS2 (GeneTex, GTX87529, 1:50 dilution), rabbit polyclonal anti-Aggrecan (Milipore, AB1031, 1:100 dilution), rabbit anti-vATPaseB1/B2 (Abcam, 200839, 1:100 dilution), rat anti-mouse Ter119 (BD Biosciences, 553673, 1:200 dilution), rat anti-mouse B220 (BD Biosciences, 553090, 1:200 dilution), rat-monoclonal anti-active Itgb1 (BD Biosciences, 553715, 1:500 dilution), rabbit polyclonal anti-FAK (pY397) (Thermo Fisher Scientific, 44-624G, 1:50 dilution), rabbit monoclonal anti-Runx2 (Abcam, ab192256, 1:200 dilution) or rat monoclonal anti-Srf (from Alfred Nordheim, 1:50 dilution) were diluted in 5% donkey serum mixed PBS and incubated overnight at 4 °C. Next, slides were washed 3–5 times in PBS in 5–10-min intervals. Species-specific Alexa Fluor secondary antibodies Alexa Fluor 488 (Thermo Fisher Scientific, A21208), Alexa Fluor 546 (Thermo Fisher Scientific, A11056), Alexa Fluor 594 (Thermo Fisher Scientific, A21209), Alexa Fluor 647 (Thermo Fisher Scientific, A31573 or A21447) or Phalloidin-488 (Invitrogen, A12379) diluted 1:100 in PBS were added and incubated for 2–3 h at RT. Immunostained bone sections were imaged with a Leica SP8 confocal microscope.

### Vascular permeability assay

To conduct in vivo vascular permeability tests on adult mice, 100 µl of 1 mg of Dextran Texas Red (Thermo Fisher Scientific, D1830, 70,000 MW) was injected into the tail vein and left to circulate for 15 min. Femurs were removed from euthanized mice, immediately dropped in ice-cold 4% PFA and fixed overnight. Fluorescence microscopy was used to capture images of the femur without any signal enhancement.

### Histological staining methods

For Safranin O staining, long bones from Lats2^iΔEC^ mutants and control animals were harvested, fixed and decalcified. The bones were dehydrated and embedded using paraffin wax by stranded histology methods. Bone paraffin blocks were cut at 5 µm, and sections were deparaffinized and hydrated. Then, stain with 0.1% Safranin O for 8 min and wash with water. Next, slides were dehydrated and dried and mounted with non-aqueous mounting medium (Entellan, Sigma-Aldrich).

AZAN trichrome staining after deparaffinization and hydration of the slides. After 5 min at 55 °C in the azocarmin solution, the slides were washed with distilled water. The sections were then immersed in an aniline-ethanol solution for 18 minutes, before they were exposed to 1% acetic acid in ethanol solution for 45 s. Next, rinse with distilled water and then immerse in 5% phosphotungstic acid for 2 h. After that, place in a mixture of Aniline Blue–Orange G for 8 min. Use distilled water to rinse. Next, sections were dehydrated and mounted.

For Reticulin staining, bones were hydrated with distilled water. After a 5-min addition of potassium permanganate solution, distilled water was used to rinse. The next solutions—oxalic acid, silver nitrate, gold chloride and sodium thiosulfate—were added for 2 min and then individually washed with distilled water. Sections were dehydrated and mounted.

### Calcein Green and Alizarin Red double labeling assay

For in vivo double labeling with Calcein Green and Alizarin Red, 10-week-old control and *Lats2*^iΔEC^ mutant mice were injected intraperitoneally with 100 µl of Calcein Green (40 mg kg^−1^; Sigma-Aldrich, C0875) and 100 µl of Alizarin Red (40 mg kg^−1^; Sigma-Aldrich, A3882) 1 week later. Mice were euthanized at 12 weeks, and femurs were dissected and immediately placed in ice-cold 4% PFA for overnight fixation. Next, samples were cryopreserved, embedded in bone embedding media and kept at −80 °C overnight. Bones were cryosectioned at 30-µm thickness, stained for 30 min with DAPI and then washed twice with washing buffer before imaging by confocal fluorescence microscopy.

### µCT analysis

Femurs were fixed in 4% PFA overnight at 4 °C and subjected to µCT analysis by Scanco Medical AG. In the whole three-dimensional evaluation of the trabecular structure, distal section of femur, a voxel size of 5 mm was used. We evaluated 833 slices covering 4.988 mm in height for each sample.

### Fluorescence-activated cell sorting

Single-cell suspensions were prepared from bone and spleen as described above. Primary antibody lineage cell detection cocktail-biotin (Miltenyi Biotec, 130-092-613), rat monoclonal anti-Ly6A-PE-cy7 (BD Pharmingen, clone D7, 558162), rat monoclonal anti-CD117-APC (BD Pharmingen, clone 2B8, 553356), hamster monoclonal anti-CD3e-FITC (eBioscience, clone 145-2C11, 11-0031), rat monoclonal anti-B220-APC (Invitrogen, RA3-6B2, RM2605), rat monoclonal anti-CD11b-APC (BioLegend, M1/70, 101212), rat monoclonal anti-Ly-6G(Gr-1)-BV605 (BioLegend, RB6-8C5, 108440), rat monoclonal anti-CD45-PE (BD Pharmingen, 30-F11, 553081), rat monoclonal anti-TER-119-APC (eBioscience, 17-5921) or rat monoclonal anti-CD41-BV605 (BioLegend, MWReg30, 133921) were diluted in fluorescence-activated cell sorting (FACS) buffer (2% FCS, 0.5% BSA in PBS solution) and incubated with cells on ice for 40 min. Cells were washed 2–3 times in FACS buffer and incubated with secondary antibodies for 40 min. Cells were washed two further times and used for flow cytometry. Cells were resuspended in FACS buffer supplemented with 1 mg ml^−1^ DAPI to allow exclusion of non-viable cells when required. Cell sorting was performed on a FACSAriaIIu cell sorter (BD Biosciences). Cell analysis was performed using FlowJo software.

### BMSC in vitro culture and quantitative PCR

BMSCs were isolated from metaphysis of WT mice and cultured as described previously^52^. For agonist-induced BMSC differentiation assay, cells were serum starved for overnight and then stimulated with agonist TGF-β1, Endothelin-1 (ET-1) or Adrenomedullin (ADM) for 24 h and analyzed for quantitative PCR. Next, total RNA was isolated from these cells using an RNA Plus Mini Kit (Qiagen, 74134) according to the manufacturer’s instructions. RNA was reverse transcribed using the an iScript cDNA Synthesis Kit (Bio-Rad, 1708890). Quantitative PCR was carried out using gene-specific TaqMan probes Eukaryotic *18S rRNA* (4319413E), Acta*2* (Mm00725412_s1), *Tagln* (Mm00441661_g1) and *Fn1* (Mm01256744_m1) (Thermo Fisher Scientific) using a C1000 Touch thermal cycler (Bio-Rad).

### Electron microscopy

Femurs were removed and directly cut into half in fixative. For ultrastructural analysis, fixative comprised 2% glutaraldehyde, 2% PFA, 20 mM CaCl_2_, 20 mM MgCl_2_ in 0.1 M cacodylate buffer, pH 7.4. Fixed material was post-fixed in 1% osmium tetroxide containing 1.5% potassium ferrocyanide, dehydrated, including uranyl-en-bloc staining, and embedded stepwise in epon. Ultramicrotomy was performed until reaching the area of interest, where 60-nm ultra-thin sections were collected on formvar-coated 1 slot copper grids. Sections were further stained with lead citrate and finally analyzed with a transmission electron microscope (Tecnai-12-biotwin, Thermo Fisher Scientific).

### Bone stromal cells preparation for scRNA-seq

For scRNA-seq analysis, femur and tibia were harvested from *Lats2*^iΔEC^ mutant and control mice and cleaned from attached surrounding tissue before the metaphysis region was dissected and collected in digestion enzyme solution (Collagenase type I and type IV, 2 mg ml^−1^). Next, bones were crushed using mortar and pestle. Samples were digested for 45 min at 37 °C under gentle agitation. Digested samples were transferred to 70-μm strainers in 50-ml tubes to obtain a single-cell suspension, which was resuspended in blocking solution (1% BSA, 1 mM EDTA in PBS without Ca^2+^/Mg^2+^), centrifuged at 300*g* for 5 min, washed 2–3 times with ice-cold blocking solution and filtered through 50-μm strainers. Pellets were resuspended in respective volume of blocking solution. Single-cell suspensions were subjected to lineage depletion using a lineage cell depletion kit (MACS, 130-090-858) following the manufacturer’s instructions. Next, lineage-negative (Lin^−^) cells were depleted by CD45 and CD117 using microbeads (MACS, 130-052-301 and 130-091-224) from Lin^−^ bone cells to enrich bone stromal cells. The remaining cells were resuspended to final concentration of 10^6^ cells per milliliter in 0.05% BSA in PBS, examined by microscopy and used for scRNA-seq.

Single-cell suspensions were subjected to droplet-based scRNA-seq. Single cells were encapsulated into emulsion droplets using the Chromium controller (10x Genomics). scRNA-seq libraries were prepared using a Chromium Single Cell 3′ Reagent Kit (V3) (10x Genomics, PN-10000075) according to the manufacturer’s protocol. scRNA-seq libraries were evaluated and quantified by an Agilent Bioanalyzer using a High Sensitivity DNA Kit (cat. no. 5067-4626) and a Qubit (Thermo Fisher Scientific, Q32851). Individual libraries were diluted to 4 nM and pooled for sequencing. Pooled libraries were sequenced by using a High Output Kit (150 cycles) (Illumina, TG-160-2002) with a NextSeq 500 sequencer (Illumina).

### scRNA-seq data analysis

Detailed settings for the analysis steps mentioned below can be found in the accompanying GitLab repository (see ‘Data availability’ section) and in Supplementary Table 1. Default parameters were used, if not detailed otherwise, there or in the text below.

#### Read data quality control and mapping

Illumina sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software (version 2.20.0.422). Raw reads were processed using cutadapt^53^ (version 3.5). Pre-processed read data were aligned to the mouse reference genome (version GRCm39) with GENCODE M26 annotation^54^ extended by adding sequences for CreERT2 and Rosa26-mTmG and counted with STARsolo^55^ (version 2.7.10a) using its electron microscopy implementation and GeneFull_Ex50pAS read counting. The official 10x Genomics barcode whitelist^56^ was used.

#### Data filtering and visualization

Pre-processing of the feature-count-matrix output by STARsolo was largely performed within the Python (version 3.8.10)-based scanpy (version 1.9.1) ecosystem^57^. Exceptions are functionalities that are only available for R (ref. ^58^) (version 4.2.1). These include: sequencing depth normalization using scran (version 1.24.1)^59^, doublet detection using scDblFinder (version 1.11.4)^60^ and calculation of DEGs using DESeq2 (version 1.36)^61^. All visualization was done using matplotlib (version 3.5.3)^62^ functions. Barcodes with fewer than 1,000 unique molecular identifiers (UMIs) or fewer than 800 features (>0 counts per feature) detected were discarded. Similarly, only barcodes with less than 15% of counts stemming from mitotic genes or 5% from hemoglobin genes were retained. Furthermore, barcodes were filtered for a complexity value above 0.8, where complexity is defined as the log_10_-transformed number of expressed genes divided by the log_10_-transformed number of total counts per barcode. Additionally, only genes with at least 10 counts total from at least 10 distinct barcodes were kept. scran normalization was applied using min.size = 100 and min.mean = 0.1 in the quickCluster and computeSumFactors functions, respectively. The separate samples were merged into one AnnData (version 0.8.0) object; 4,000 highly variable genes were calculated from the normalized matrix; and the matrix was scaled to unit variance and zero mean, capping values at 10. The 50 first principal components were used for integration using Harmony-Py^63^ (version 0.0.9, Python implementation by Kamil Slowikowski) with max_iter_harmony = 1,000, max_iter_kmeans = 1,000, epsilon_cluster = 1 × 10^−6^ and epsilon_harmony = 1 × 10^−5^. Uniform manifold approximation and projection (UMAP) dimensionality reduction^64^ and Leiden clustering^65^ at a resolution of 1 were performed. The resulting 30 clusters, the uncorrected principal component analysis (PCA) embedding and the raw count and normalized matrices were used for scDblFinder doublet prediction. Barcode clusters were annotated with the broad cell identity that they most likely represent based on marker genes provided in Supplementary Table 1. Undesired populations, such as myeloid or lymphoid cells; clusters of barcodes that, either manually based on gene expression or by scDblFinder, could be classified as consisting of more than 20% doublets; and very small clusters (<100 cells) were removed. All remaining 20,383 barcodes will hereafter be referred to as cells.

For each of the four main groups of broad cell identities defined previously, we created subsets and performed scaling, PCA calculation, harmony-py integration, UMAP visualization and Leiden clustering anew as before, to detect more fine-grained sub-cell-type identities. Details on the settings used in each subclustering and marker genes used for annotation can be found in Supplementary Table 1. Some subclustering revealed small cell clusters that could not be identified based on their expression and were, therefore, removed. The subset was then visualized in a second passthrough (indicated in Supplementary Table 1) with the same settings as the first one. Afterwards, either all subsets (20,184 cells) or only the mp-MSC and SMC subsets were merged again for comprehensive visualization and analysis.

Pseudotime analysis was performed using slingshot^66^ (version 2.6.0). We defined the mpMSC cluster as starting and the Myh11 SMC cluster as the end node of the trajectory. Cells were binned into 21 bins of equal cell numbers along the pseudotime trajectory. Gene-to-gene Pearson correlation of normalized and z-scaled gene expression counts across the ordered pseudotime bins was calculated for the top 8,000 highly variable genes. Correlations with a correlation coefficient above 0.5 were kept, and the data were transformed into an igraph (Python igraph 0.10.4)^67^ network with genes representing nodes and their mutual correlation coefficients representing the edge weights. Leiden clustering was applied with a resolution parameter of 1.

Differential gene expression (DGE) analysis was performed using DESeq2 on pseudobulk expression matrices. When the expression of genes in one cluster was to be compared to several other clusters, all pairwise comparisons were calculated, and then the mean log_2_fold change (FC) of these comparisons was output as log_2_FC, and the minimum *P* value (alpha = 0.01) calculated from the respective adjusted *P* values using scipy.stats’s combine_pvalues function (version 1.9.1)^68^ was used as ‘adjusted *P* value’ of the upregulation of gene expression in the cluster of interest. It was also counted in how many comparisons the overexpression in the cell cluster of interest compared to each other one was above a log_2_FC threshold of 2. If not mentioned otherwise, only genes expressed in at least 20% of cells of the respective group in either condition were kept.

Radial expression plots were created by calculating DGE (using DESeq2) between the control and conditional knockout (cKO) conditions for each cell identity presented in the respective graph. Only genes expressed in at least 20% of cells of the respective group in either condition were kept. Each quadrant represents genes with upregulated expression in the respective condition and cell type. For each quadrant, all log_2_FC values below 0 were set to 0, and the accompanying adjusted *P* values were set to 1. Then, genes were plotted in a scatterplot by jittering points on the *x* axis, representing their log_2_FC on the *y* axis and the adjusted *P* value of the expression difference as the point color. This means that, per cell population, all genes present in the analysis are represented in each quadrant, showing which of these are upregulated in the respective condition and cell type. The main goal of this plot is to show in which condition and cell types most genes are differentially expressed.

#### Additional computational analyses

Differential abundance of cell neighborhoods was quantified using milopy (version 0.1.0)^69^ with alpha = 0.01. Potentially regulating transcription factors for selected gene sets were calculated using the iRegulon^70^ plugin to Cytoscape (version 3.9.1)^71^ with the 6K Motif collection, looking 500 bp upstream of provided genes in seven species. PAGA^28^ was applied to the data with default settings via scanpy’s implementation.

#### Predicting LRIs

To determine possible LRIs, a permutation-based approach similar to the one introduced in CellPhoneDB^72^ was used. The normalized count matrix was used as a basis for 10,000 cell type label permutations where cell type labels were randomly re-assigned. Ligand–receptor (LR) gene identity and interaction pairs were taken from the consensus database of LIANA^73^, excluding bidirectional annotations and genes expressed in less than 10% of cells. For each LR interaction, first the mean expression of the ligand (Lmean) and receptor (Rmean) were calculated for each cell type in each condition, and then an interaction score (LRIScore) was calculated for all possible cell type interactions per condition separately as the product of Lmean and Rmean. This approach differs from the methodology employed by CellPhoneDB in that our approach uses the product instead of the mean value of ligand and receptor mean expression. This is intended to implicitly penalize interactions where one or both partners are lowly expressed. Based on the number of permutation results matching or exceeding the observed value, values of *P* were calculated for each interaction. Values of *P* calculated in this test are approximations of *P* but will be referred to as *P* values nonetheless. Multiple testing correction was performed using the Benjamini–Hochberg^74^ implementation in the statsmodels (version 0.13.1)^75^ function multipletests on all *P* values. These corrected *P* values will be referenced as adjusted *P* values. Additionally, using the created background distribution, the z-score of the original LRIScore was determined.

In the same fashion as for cell type labels, condition labels (control/cKO) were permuted an equal number of times as cell type labels and a difference score between the LRI scores of the two conditions were calculated for each cell type interaction as:

$${LRIDif}{f}_{{score}}=\frac{\log 2({Lmea}{n}_{{cKO}}/{Lmea}{n}_{{control}})+\log 2({Rmea}{n}_{{cKO}}/{Rmea}{n}_{{control}})}{2}$$

This scoring is similar to a previously proposed perturbation score^76^, but the mean and not the product of the absolute log_2_FC was used. This was done to emphasize coordinated upregulation or downregulation of ligand and receptor instead of just the overall magnitude of change. *P* values and adjusted *P* values were calculated from these scores in a manner sensitive to the direction of change and used to assess differences in LRI scores between conditions. This is similar to a very recently published approach^77^.

This procedure was done once for a dataset, where, of all ECs, only mpECs were kept, and major cell type labels were used for all other cells. Another analysis focused on mpECs, mpMSCs, bmMSCs, Myh11^+^ and Myh11^−^ SMCs compared to all other major cell types as background, but only the results for the mentioned subtypes were visualized.

### Statistics and reproducibility

Images were analyzed, quantified and processed using Volocity (PerkinElmer), Fiji (ImageJ) and Adobe Photoshop and Illustrator software 2020.

Statistical analysis was performed using GraphPad Prism 9 software or the R statistical environment (http://r-project.org). All data are presented as mean values ± s.e.m. unless indicated otherwise. Comparisons between two groups were performed with unpaired two-tailed Mann–Whitney test. Comparisons between more than two groups were made by Tukey multiple comparison test to determine statistical significance. *P* < 0.05 was considered significant unless stated otherwise. For DGE (Figs. 5d and 6a,b and Extended Data Fig. 7g): DESeq2 (internally uses Wald test statistics) yielding false discovery rate (FDR)-corrected *P* values (*P*.adj). Extended Data Fig. 9a: genes filtered based on pairwise comparisons between mp-ECs and all other EC subtypes using DESeq2 yielding FDR-corrected *P* values (*P*.adj) combined across comparisons using the Fisher method implemented in scipy’s combine_p_values function. LR pairings and the significant interactions between cell types of interest (Fig. 6g,h) were analyzed with a permutation test (one-sided) with Benjamini–Hochberg-corrected *P* values (*P*.adj). Extended Data Fig. 9a,c,d used a permutation test (one-sided) with Benjamini–Hochberg-corrected *P* values (*P*.adj). Four biological independent samples were used in Figs. 1e,f, 2i,j and 5f, and three biological independent samples were used in Figs. 3a,e and 4c and Extended Data Figs. 1c–e, 2b–g, 3b, 4f–h, 5f,g,i, 6a and 8b–d. Sample numbers are indicated in the figure legends and were chosen based on experience from previous experiments. Reproducibility was ensured by more than three independent experiments (aside from scRNA-seq). No statistical method was used to predetermine sample size, and no animals were excluded from analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Integrated supplementary information

Extended Data Fig. 1 Loss of endothelial Lats2 induces vascular defects in bone. **a**. *Lats2*^iΔEC^ mutant mice look normal and body weight is comparable to control littermates (n = 6). Data shown as mean ± SEM. P values, Mann–Whitney test (two-tailed). **b**. Dot plot for normalised and averaged expression indicates of *Lats1* and *Lats2* expression in the indicated control (Cont) and *Lats2*^iΔEC^ mutant (Mut) EC subpopulations. Z-scaled per row. Note reduction of *Lats2* transcripts and absence of compensatory *Lats1* upregulation. **c**. Reduced LATS2 immunostaining (gray/green) in *Lats2*^iΔEC^ mutant bone endothelium (EMCN, red) (arrowheads). Nuclei, DAPI (blue). **d**. Representative high magnification images of control and *Lats2*^iΔEC^ mutant in *Cdh5-mTnG* reporter background. Femoral metaphysis (mp), bone marrow (bm), growth plate (gp) and transition zone between metaphysis and diaphysis (tz) are indicated. **e**. Representative confocal images showing increase CAV1+ (red), CD31+ (green) and EMCN+ (red) ECs in *Lats2*^iΔEC^ femoral transition zone (tz). Note that CAV1 labels artery in control but microvascular structures in mutant (arrowheads). *n* = independent biological samples.
Source data

Extended Data Fig. 2 Bone defects after loss of Lats2 in ECs. **a**. Tile scan confocal longitudinal views of EMCN and CD31 stained femoral blood vessels. Note enlargement of *Lats2*^iΔEC^ growth plate and metaphysis. Type H capillaries are visible in control but are replaced by CD31+/EMCN- ECs in mutants (arrowheads). Graphs on the right show quantification of ECs in bone marrow (bm) (top) and CD31+/EMCN- capillaries (bottom) (n = 6). Data presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **b**. Representative images showing expansion of hypertrophic chondrocytes in *Lats2*^iΔEC^ mutants by Safranin O staining and collagen type X (COL-X) immunostaining. **c**. FABP5+ septoclasts and MMP9 expression (arrowheads) at chondro-osseous border near growth plate (gp) are lost in *Lats2*^iΔEC^ mutants. **d, e**. *Lats2*^iΔEC^ femurs show increase in PDGFRβ+ and αSMA+ immunosignals (arrows). αSMA+ in control is largely confined to arterial SMCs (arrowheads) (**d**). Higher magnification images are shown in (**e**). **f**. AZAN trichrome staining of femoral sections showing expansion of the *Lats2*^iΔEC^ growth plate (gp) (left) and ectopic bone (center). Insets on the right show deposition of collagen fibers (arrowheads), which is visible at high magnification. **g**. Representative images showing increased collagen type I (COL-I) immunosignal and reticulin stained fibers in *Lats2*^iΔEC^ mutant sections. *n* = independent biological samples.
Source data

Extended Data Fig. 3 Loss of Lats2 in ECs promotes bone fibrosis. **a**, **b**. Tamoxifen injection scheme (**a**). Tile scan confocal longitudinal view of femurs stained for EMCN (red) and CD31 (green) in 8 and 10-week-old control or *Lats2*^iΔEC^ mutant mice (**b**). Nuclei, DAPI (blue). **c**. Confocal images of αSMA+ (green) cells in 8-week-old and 10-week-old control or *Lats2*^iΔEC^ femoral metaphysis (mp). EMCN (red), DAPI (blue). **d**. Quantification of number and length of vessels columns as well as CD31+/EMCN- area (n = 4). Data presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **e**. Representative images of control and *Lats2*^iΔEC^ organs in the *Cdh5-mTnG* reporter background. Sections are stained for αSMA, EMCN and YAP1/TAZ, as indicated. Quantification shows that EC number is unchanged in these organs (n = 4). Data shown as mean ± SEM. P values, Mann–Whitney test (two-tailed). *n* = independent biological samples.
Source data

Extended Data Fig. 4 Blood cells and spleen morphology in *Lats2*^iΔEC^ mutants. **a**, **b**. Quantification of white blood cells (WBC), red blood cells (RBC), and platelets (PLT) in peripheral blood (**a**). FACS analysis of Ter119+, B220+, and CD45+ cell frequencies in bone (**b**). **c**, **d**. Representative confocal images of CD41+ megakaryocytes (green) in control and *Lats2*^iΔEC^ femoral sections (**c**). Quantification shows significant reduction of CD41+ cells in the *Lats2*^iΔEC^ metaphysis fibrotic area but not in diaphysis of non-fibrotic area (**d**). **e**. Quantification of B220+ and CD45+ cell frequencies in spleen. **f**. Confocal tile scans of control and *Lats2*^iΔEC^ spleen vasculature labelled with the *Cdh5-mTnG* reporter (left). Images at high magnification show αSMA (green), ECs (*Cdh5-mTnG*, red), and DAPI (blue). White pulp (wp) and red pulp (rp) are indicated. **g**, **h**. Representative confocal images of the spleen showing B220 (green) and Ter119 (red) positive white pulp (wp) and red pulp (rp), respectively. Blood vessels (*Cdh5-mT*, blue) (**g**). Immunostaining of YAP1/TAZ in *Cdh5-mTnG* reporter of control and *Lats2*^iΔEC^ spleen (**h**). Sample number is n = 6 (a, b), n = 4 (d), n = 6 (e). Data are presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). *n* = independent biological samples.
Source data

Extended Data Fig. 5 YAP1/TAZ expression in ThPO-or MPL induced myelofibrosis. **a-c**. Quantification of white blood cells (WBC), red blood cells (RBC) and platelets (PLT) in peripheral blood (**a**), spleen weight (**b**), and number of type H vessel buds (**c**) in control and ThPO gain-of-function bone. (n = 5). Data are presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **d, e**. Representative confocal images showing increase of αSMA immunosignals in diaphysis (**d**) and reduction of OSX+ cells (**e**) in ThPO femur relative to control. (n = 4). Data are presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **f**. Representative confocal images showing strong and widespread increase in αSMA (gray) immunostaining together with increased YAP1/TAZ expression ThPO-treated BM. **g**. Experimental scheme of MPL^W515L^-induced BM fibrosis. Representative confocal images (bottom) show αSMA immunostaining in control and MPL^W515L^ (MPL) bone sections. **h**. Confocal images showing reduced EMCN+ (red) vessels and increase of αSMA (green) signal in MPL bone relative to control. Nuclei, DAPI (blue). Graphs on the right show decreased EMCN+ vessels area and expression in MPL bones. (n = 3-4). Data shown as mean ± SEM. P values, Mann–Whitney test (two-tailed). **i**. Immunostaining of YAP1/TAZ (green), EMCN (red), and DAPI (blue) as indicated, in control and MPL bone sections. *n* = independent biological samples.
Source data

Extended Data Fig. 6 Endothelial Hippo signaling in adult bone. **a**. Confocal images showing vATPase+ osteoclasts (red, arrowheads) in *Lats2*^iΔEC^ femur. **b**, **c**. Representative microCT images of cortical bone (cb) in *Lats2*^iΔEC^ and control femur (**b**). Graphs show quantitative analysis of trabecular bone (tb) thickness, tb separation, and cortical bone thickness (**c**). **d**. Representative confocal images and quantification showing slight reduction of femoral OSX+ cells in *Yap1/Taz*^iΔEC^ double mutant relative to littermate control. **e**. Representative µCT images of trabecular bone in control and *Yap1/Taz*^iΔEC^ femur. Quantitative analysis of trabecular (tb) volume (BV/TV, bone volume/total volume) and tb number. Sample numbers n = 5 (b, c), n = 4 (d), n = 5 (e). Data are presented as mean ± SEM. P values, statistical analysis performed using the Mann–Whitney test (two-tailed). *n* = independent biological samples.
Source data

Extended Data Fig. 7 scRNA-sequencing of non-hematopoietic cells from bone. **a-c**. UMAP plot showing color-coded cell clusters of control and *Lats2*^iΔEC^ bone stromal cells (**a**). Markers for main bone stromal cell populations (**b**) and their subclusters (**c**) are shown in dot plots. **d**- **f**. UMAP plot of EC subsets, split by condition (right) (**d**). Bar graph displaying percentage of endothelial cells subtypes in control and *Lats2*^iΔEC^ mutants (**e**). UMAP plot colored by normalized expression of EC subset identity marker genes: *Ramp3* (metaphyseal ECs, mpECs), *Gja4* (arterial ECs, aEC), *Fmo* (arteriole-like ECs, alECs) and *Stab2* (bone marrow ECs, bm) (**f)**. **g**, **h**. Volcano plot of differentially expressed genes (frac. expressed > 0.2 in either condition) between control and mutant condition across all ECs (blue color: log2FC >=1,p.adj <=0.001,) (**g**). Visualisation of selected known Hippo pathway target genes: *Ccn1* (Cyr61), *Ccn2* (Ctgf), *Angpt2* and *Thbs1* in *Lats2*^iΔEC^ mutant and control (**h**).

Extended Data Fig. 8 EndMT in *Lats2*^iΔEC^ bone endothelium. **a**. Confocal images showing strongly elevated Angiopoietin 2 (ANGPT2), Thrombospondin 1 (THBS1), Fibronectin 1 (FN1), Transgelin (TAGLN), and Vimentin (VIM) expression in *Lats2*^iΔEC^ bone sections. (n = 4). Data in graphs are presented as mean ± SEM. P values, statistical analysis performed using the Mann–Whitney test (two-tailed)). **b**. Confocal images showing increased staining for collagen IV (COL IV), the actin cytoskeleton (with Phalloidin), active-integrin β1 and phosphorylated focal adhesion kinase (FAK pY397) in *Lats2*^iΔEC^ mutant relative to control. **c**. Transmission electron micrographs showing increased subendothelial basement membrane and accumulation of ECM (yellow arrowheads) in *Lats2*^iΔEC^ femur. Mutant ECs are rich in actin filaments (red arrowheads). **d**. Confocal images of *Lats2*^iΔEC^ mutant in *R26-dTomato* reporter background showing αSMA staining in dTomato+ ECs. In control samples, αSMA signal is confined to SMCs covering arteries. *n* = independent biological samples.
Source data

Extended Data Fig. 9 Angiocrine signals and EC-BMSC cross-talk. **a**. Ligands showing on average significantly (log2FC >=1,p.adj <=0.05, frac. expressed >=0.1) larger counts in mutant mpECs than in any other EC subidentity and are significantly elevated (see Methods) relative to at least one other EC subpopulation. **b**. Selected ligand-receptor parings of main bone stromal cells, which are increased in *Lats2*^iΔEC^ mutants. **c**. Mean normalized expression counts of selected, significant ligand-receptor interactions (p.adj of LRI score in either condition and LRIDiff Scores <= 0.05, |LRIDiff| >= 1) in mpECS and all other major celltypes. Ligand (left, dark blue bar) and receptor (right, red bar). **d**. Mean normalized expression counts of selected, significant ligand-receptor interactions (p.adj of LRI score in either condition and LRIDiff Scores <= 0.05, LRIDiff >= 1) in mpECS, mpMSCs and SMCs. Ligand (left, dark blue bar) and receptor (right, red bar). **e**. Quantitative PCR (qPCR) shows expression of myofibroblasts markers *Acta2*, *Tagln* and *Fn1* in cultured BMSCs upon treatment with recombinant TGFβ1, endothelin 1 (ET1) or adrenomedullin (ADM). (n = 3). Data in graphs are presented as mean ± SEM. P values, statistical analysis performed using the Mann–Whitney test (two-tailed)). *n* = independent biological samples.
Source data

Extended Data Fig. 10 Lats2 and SRF control EC behavior. **a**, **b**. Representative confocal images of control and *Srf*^iΔEC^ femur show type H (EMCN^high^; CD31^high^) capillaries, Nuclei, DAPI (blue) (**a**) as well as PDGFRβ+ cells (red) and αSMA+ arterial SMCs (green) and EMCN (blue) in the femoral metaphysis (**b**). Graphs in (**b**) show quantification of vessel columns and arteries (n = 6). Data presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **c**-**e**. Confocal images showing ACAN+ (green) chondrocytes in femoral growth plate (gp) (**c**) and OSX+ cells (green) (**d**). µCT images of trabecular bone of *Srf*^iΔEC^ mutant and control(**e**) and quantitation of trabecular (tb) volume (BV/TV, bone volume/total volume) tb number and gp length (n = 6). Data presented as mean ± SEM. P values, Mann–Whitney test (two-tailed). **f**, **g**. Longitudinal tile scan confocal images showing EMCN+ (red) CD31+ (green) vessels in control, *Lats2*^iΔEC^ and *Lats2 Srf*^iΔEC^ compound mutant femur (**f**). Metaphysis (mp), growth plate (gp, dashed lines) and bone marrow (bm) are indicated. Quantification shows increase in CD31+ EMCN- area in *Lats2*^iΔEC^ metaphysis and rescue by inactivation of *Srf* (**g**) (n = 4). Data presented as mean ± SEM. P values, Tukey multiple comparison test (one-way Anova). **h**. Representative images showing OSX+ cells in control, *Lats2*^iΔEC^, and *Lats2 Srf*^iΔEC^ compound mutant femur. **i, j**. Representative μCT images of femoral trabecular bone (**i**). Quantitative analysis of trabecular bone (tb) thickness and separation (**j**) (n = 4). Data presented as mean ± SEM. P values, Tukey multiple comparison test (one-way Anova). **k**. Proposed model of YAP1/TAZ-induced endothelial-to-mesenchymal transition (EndMT) as a driver of myelofibrosis and osteosclerosis. *n* = independent biological samples. Created with BioRender.com.
Source data

### Supplementary information

Supplementary Fig. 1 and Supplementary Tables 1 and 2.

Reporting Summary

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 9 Statistical source data.

Source Data Extended Data Fig./Table 1 Statistical source data.

Source Data Extended Data Fig./Table 2 Statistical source data.

Source Data Extended Data Fig./Table 3 Statistical source data.

Source Data Extended Data Fig./Table 4 Statistical source data.

Source Data Extended Data Fig./Table 5 Statistical source data.

Source Data Extended Data Fig./Table 6 Statistical source data.

Source Data Extended Data Fig./Table 8 Statistical source data.

Source Data Extended Data Fig./Table 9 Statistical source data.

Source Data Extended Data Fig./Table 10 Statistical source data.

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE225429. The mouse reference genome GRCm39 with GENCODE M26 anotation (https://www.gencodegenes.org/mouse/release_M26.html) was used for mapping the reads in this study. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files.

# Supplementary material for: Endothelial LATS2 is a suppressor of bone marrow fibrosis
**Source:** Nat Cardiovasc Res. 2024 Jul 29;3(8):951–69. doi: 10.1038/s44161-024-00508-x
**Supplement:** Supplementary file 11 — Supplementary Fig. 1 and Supplementary Tables 1 and 2.

---

# Endothelial LATS2 is a suppressor of bone marrow fibrosis

---

In the format provided by the  
authors and unedited

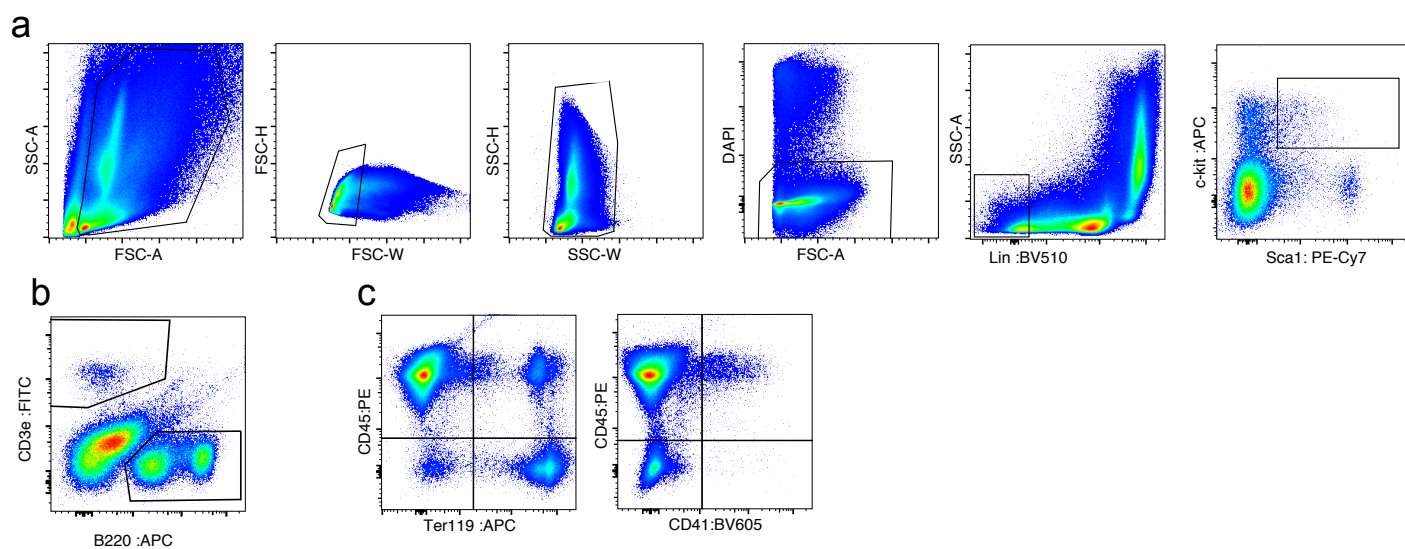

## Supplementary Figure 1

Representative gating strategy for the FACS LSK (a), CD3e<sup>+</sup> and B220<sup>+</sup> cells (b), CD45<sup>+</sup>, Ter119<sup>+</sup>, and CD41<sup>+</sup> cells (c).

## Markers and settings for scRNA-seq analysis

**Supplementary Table 1.**

| Cell Identity                   | Marker Genes used                             |
|---------------------------------|-----------------------------------------------|
| Endothelial Cells               | Cdh5+, Emcn+, Vwf+, Prox1+                    |
| - mp-ECs                        | Nox4+ (specific to cKO), Ramp3+, Aplnr+       |
| - bm-ECs                        | Stab2+                                        |
| - a-ECs                         | Gja4+                                         |
| - al-ECs                        | Vwf+, Fmo2+, Tagln+, Aplnr+                   |
| BMSCs                           | Esm1+, Adipoq+, Kitl+, Pdgfrb+, Wif1+         |
| - mp-MSC (Osteo-CAR)            | Postn+, Wif1+                                 |
| - bm-MSC (Adipo-CAR)            | Adipoq+, Esm1+,                               |
| Osteoblastic Cells              | Bglap2+, Bglap3+, Car3+, Phex+                |
| Fibroblasts                     | Pdgfra+, Igfbp6+, Slurp1+, S100a4+, Sod3+     |
| SMCs                            | Pdgfrb+, Rgs5+, Myh11+, Acta2+                |
| - Myh11+ SMCs                   | Myh11+                                        |
| - Myh11- SMCs                   | Myh11-                                        |
| Chondrocytes                    | Prkg2+, Col9a1+, Sox9+, Acan+, Prg4+, Slurp1- |
| - Fibroblasts                   | Igfbp6+, Prg4+, Thbs4+, Slurp1+               |
| - Chondrocyte Progenitors       | Prg4+, Acan+, Slurp1-                         |
| - Columnar Chondrocytes         | Sfrp5+, Acan+, Thbs4+                         |
| - Pre-hypertrophic Chondrocytes | Acan+, Ihh-, Vegfa-                           |
| - Hypertrophic Chondrocytes     | Acan+, Ihh+ (early), Vegfa+ (late)            |
| Proliferating Cells             | Mki67+, Top2a+                                |

**Supplementary Table 2.**

| Cell Identities Subset       | Highly Variable Genes | Principle Components calculated | Leiden clustering resolution         | Second Passthrough? |
|------------------------------|-----------------------|---------------------------------|--------------------------------------|---------------------|
| Endothelial Cells            | 3000                  | 30                              | 0.5                                  | x                   |
| BMSC and Osteoblastic Cells  | 3000                  | 30                              | 0.1                                  | x                   |
| Chondrocytes                 | 4000                  | 40                              | 0.8                                  |                     |
| SMCs                         | 3000                  | 20                              | 0.2                                  |                     |
| Merging of all above Subsets | 3000                  | 50                              | - (annotations from subsetting kept) |                     |
| Merging of MSC & SMC Subsets | 3000                  | 40                              | - (annotations from subsetting kept) |                     |

How the deposited data were processed for this re-analysis (not part of the article)

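The data are 4 droplet-based scRNA-seq libraries of non-hematopoietic cells from the metaphysis of femur and tibia of 12-week-old mice, 2 of *Lats2* iΔEC mutants and 2 of Cre-negative littermate controls. The authors trimmed the reads with cutadapt, aligned them with STARsolo to GRCm39 with a GENCODE annotation extended by the CreERT2 and reporter sequences, counted UMIs over exons and introns, and deposited unfiltered expected counts per gene and barcode, with reads of several genes shared out by expectation maximization. The deposited counts are not normalized, and every barcode of the 10x list is present. The files hold 53703 features, of which 27671 with at least 10 counts in at least 10 barcodes were kept. The libraries of mutants hold 69636600 and 78953446 UMIs and those of controls 83453507 and 85899079, and 6771, 7936, 8437 and 8434 of their barcodes have at least 1000 UMIs. The sampling error of a sum over a class falls with its counts, and the smallest class compared, proliferating-like chondrocytes, held 17 cells in its smallest library. Intervals printed beside shares of single libraries are exact Clopper-Pearson intervals at 95% and cover counting error only.

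Barcodes were filtered as given beside the description of the experiment. Size factors came from scran 1.30.0, and 4000 variable genes and 50 principal components entered the first clustering, with 15 neighbours and Leiden clustering at a resolution of 1 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, Python 3.11.15). Libraries were integrated with an own implementation of the Harmony method, and doublets were scored with an own implementation that sets each cell beside simulated pairs of cells. Subclustering used 3000 variable genes, 30 components and a resolution of 0.5 for ECs; 3000, 30 and 0.1 for BMSCs and OBs; 4000, 40 and 0.8 for CHOs and fibroblasts; and 3000, 20 and 0.2 for SMCs. Subclusters of under 40 cells were left out. Types and subtypes were named from markers fixed before the data were examined; the threshold of the marker score (0.5) and the minimum of 3 markers at 10 CPM or more were set after the clusters were seen and before any genotypes were compared. A cluster was also left unnamed where another list of markers held more of its 10 leading genes than its best list. Under this rule EC cluster 5 took no name, because of *Kit*, although its score for mpECs (0.861) and its 6 markers passed. It made up 15.9% of the ECs of mutants and 9.68% of those of controls, while unnamed SMCs made up 6.19% and 6.04% of SMCs. The deposited files hold no cell annotation, so differences from the study can come from the rebuilt names. Of the 10 leading genes of each named cluster, those at 50 CPM or more were compared with the changed genes, and shares are also given after clustering without the genes changed in any class. Slingshot, LIANA, iRegulon and milopy were not used here.

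Expected counts were summed per library and class, where each library gave at least 10 cells, and rounded. The 2 mutant and 2 control sums were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, R 4.3.3), in each class on its own, with adjusted p from the Benjamini-Hochberg method over the genes tested in that class. The genes tested passed edgeR's filterByExpr and had a count in at least 20% of the cells of either genotype. Standard errors were derived from the log2 fold change and the F statistic. Single genes under alternatives and in gene lists were judged by the adjusted p alone. Values of genes below the filter, given as such, come from a fit without the filter. The share of free RNA in a class was estimated from markers of other cell types, whose counts in the class were taken as free RNA. DESeq2 1.42.0, the tool of the study, was run as an alternative. Gene lists fixed before the comparison (YAP1/TAZ targets, mesenchymal, extracellular matrix, cell-matrix adhesion, actin cytoskeleton and endothelial identity genes, cytoskeletal and immediate early SRF targets, and fibrosis and myofibroblast genes) were tested with camera at a preset inter-gene correlation of 0.01 and with fry (limma 3.58.1). Differences of the genotype effect between EC classes were tested in 1 edgeR fit of all EC classes with the library as a block. Numbers of cells per type were tested with edgeR on cell counts, scaled to the stromal cells of each library. PAGA connectivity was computed with scanpy on 3000 variable genes and 40 components. With 2 libraries against 2, an exact permutation test cannot give a p under 0.333. The genes named in the text are those the study names, the largest changes of each class among genes past the threshold and changed the same way in both replicates, and the largest changes of each list; genes that fall outside this rule are named as chosen after their values were seen. Gene positions are from GENCODE M39 on GRCm39.

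The fits per class, the test of differences between EC classes, the tests of gene lists and of cell numbers, clustering and the doublet score were tested on simulated data; naming by markers, PAGA and the estimate of free RNA were not. For these fits 200 genes were drawn to change, each by more than the log2 fold change of 1 needed for a call, so recovery near that threshold was not tested. Of the drawn genes that passed the gene filter, edgeR recovered 118 of 125 in simulated mpECs (94.4%, with 3 false calls among 6258 genes) and DESeq2 96 (76.8%), and edgeR recovered 84 of 84 in mpMSCs and 78 of 78 in all ECs. It made 0 calls in simulated data without a change. The test of differences between mpECs and other ECs recovered 64 of 69 genes, again with simulated changes beyond the threshold only. With 1 list raised, camera called 2 lists and fry 5 at an unadjusted p of 0.05, the raised one among them, and 1 and 2 of the calls were lists that share no gene with it. With 3 of 30 clusters changed in number, the test of cell numbers called 18, the 3 among them, and the other calls had log2 fold changes under 1, since shares depend on each other. On simulated cells of 6 types in 2 batches, clustering gave 6 clusters with Harmony and 12 without. The alternatives tried were DESeq2, its size factors, no gene filter, a block for the replicate number, each library left out, equal numbers of cells, no integration, stricter cells (at least 2000 UMIs and at most 10% mitochondrial UMIs), called doublets removed, free RNA subtracted (from the profile of barcodes with under 100 UMIs), fry, TMM across clusters and sums left unrounded; clustering without changed genes, a crossed pairing of replicates and *Mepe* cells counted as OBs were added after the data were seen, and the closing section gives their effect.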

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

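The tests of how integration acts on EC cluster 5 and on *Myh11*- SMCs, of free RNA for genes changed in many classes and of reads shared between *Rps3a1* and *Rps3a3* were chosen only after the results were seen, as were the count of genes called both with and without the *Mepe* cells, the draw of equal numbers of cells from EC clusters 3 and 5, and the comparisons of EC cluster 5 with other ECs and of *Myh11*- with *Myh11*+ SMCs.

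The effect of the genotype differed between mpECs and the other ECs for 25 genes (edgeR interaction test of 7541 genes). With equal numbers of cells the number was 6, with free RNA subtracted 16 and without the gene filter 89. Without integration and under the stricter cell filter it was 0 (532 and 550 genes at an unadjusted p under 0.05), and with each library left out it ranged from 0 to 15, with 0 without control replicate 1. A dependence on how the mpEC-like cells are delimited stays open, and no test separated it from a difference in biology.

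In EC cluster 5, the effect of the genotype differed from that in the other ECs for 643 genes, 336 with equal numbers of cells, and 307 without control replicate 2. Without integration, the cluster that matches it held 25 control cells, in number 16.1% of the 155 with integration, 24 of them the same cells. Of the 155, 121 then lay in the mpEC-like cluster. Control mpECs may thus have been drawn into a cluster that mutant cells define. Control cells of cluster 5 were also shallower, with medians of 3332 and 2954 UMIs against 7490.5 and 7574.5 in mutants, which no test here evened out. The larger weight of cluster 5 among mutant cells was examined for clusters 3 and 5 together. With both clusters at the same weight in every library, 71.1% of the number of genes called higher over all their cells was called, which argues against the weight as the whole cause of those calls. The weight stays open as a part of it: 248 genes were called at the same weight, against 393 with as many cells drawn without regard to cluster, and 210 of the 248 were among the 349 over all cells. A response of mutant ECs to the loss of *Lats2* that forms this cluster stays open as well.

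The list of fibrosis and myofibroblast genes responded differently to the genotype in *Myh11*- and in *Myh11*+ SMCs, with a median difference of 1.24 in log2 fold change over 25 genes (a camera p of 2.48e-18 and a fry p of 0.00168, each for this 1 list). Within *Myh11*- SMCs the list moved up under each alternative run, with camera p from 2.26e-22 without integration to 1.67e-14 under the stricter cell filter, and with fry p was 0.00334, though fry did not pass after adjustment with the replicate number as a block or with any library left out. Clustering without the changed genes gave a camera p of 3.19e-17. Of the control cells of this class, 90.5% held a transcript of *Myh11*, against 11.2% of the mutant cells, so the class may hold different kinds of SMCs in the 2 genotypes. Without integration, 8.42% of the control cells of the class lay in the cluster that held 476 of its 493 mutant cells, while 84 of 95 lay in another cluster that was also named *Myh11*- and 1 in the *Myh11*+ cluster. Integration may therefore have joined different kinds of *Myh11*- SMCs, and the response of the list may in part be a difference between them. A response within 1 kind of cell that parts mutant from control cells stays open as well.

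Cells that express *Mepe*, a gene of late osteoblasts and osteocytes that the paper does not discuss in these data, formed 20.2% ± 0.400 (SD, n = 2) of the mpMSC-like cells of mutants and 5.50% ± 0.166 of those of controls. By library, the shares were 19.9% (95% Clopper-Pearson interval 16.6% to 23.6%) and 20.5% (17.4% to 23.9%) in mutants and 5.38% (3.73% to 7.48%) and 5.62% (3.94% to 7.73%) in controls. Without them 94.8% of the number of changed genes was called, and 364 of the 442 genes called with them (82.4%) were called again in the same direction, which argues against these cells as the whole cause of the changes in the class. In the first clustering they were part of a cluster of 390 cells that scored closest to OBs (2.17, with 9 markers detected) and had *Phex* and *Dmp1*, markers of OBs, among its leading genes; subclustering placed 297 of the 390 with mpMSCs and 93 with OBs. Within the 297, *Bglap* stood at 6508 CPM in controls and 256 CPM in mutants, and *Ibsp* at 12279 and 2912 CPM, genes chosen after their values were seen. Whether they belong with OBs or with mpMSCs stays open.

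In 16 classes, 13 of the 5000 genes tested in at least 10 of them were called in the same direction in at least 10 classes, a pattern over genes that the paper does not discuss. Of these, *Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2* and *Col10a1* were higher and *Bglap* and *Bglap2* lower in mutants. The share of free RNA estimated for the classes would give between 45.2% (*Col10a1*) and 147% (*Hbb-bt*) of their level in the genotype with more, and 66.8% or more for the 6 other than *Col10a1*. Free RNA is thus a candidate source for these 6, and for *Col10a1* it cannot be told apart from expression within the classes. For *Bglap* and *Bglap2* it can come from osteoblasts, of which mutants have fewer. Empty droplets had more *Hba-a1* in mutants (9197.6 and 9046.8 CPM against 2730.8 and 2806.4 in controls). The largest erythroid cluster, however, held fewer mutant barcodes (308 and 332 against 564 and 504), so red blood cell number was not shown to explain the hemoglobin genes. The other 6 genes, *Rps3a3*, *Gm8420*, *Gm6937*, *Ier3* and *Sertad1* (higher) and *Gm47283* (lower), lie at levels of which free RNA would give 3.21% or less, which argues against it. *Rps3a3* was higher in each of the 13 classes that tested it, with a median log2 fold change of 5.63. If reads of *Rps3a1* had moved to its copy, *Rps3a1* would have fallen, and it fell by at least 50% of the gain of *Rps3a3* in 0 of the 13 classes. A variant between the strains of mutant and control mice stays open for *Rps3a3*, *Gm8420*, *Gm6937* and *Gm47283*, and was not tested since the files hold no sequences. For *Ier3* and *Sertad1* a response to the genotype or to the handling of the tissue stays open.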

How the results depend on the processing

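The test with crossed replicates, the clustering without changed genes and the count of *Mepe* cells as OBs were chosen only after the data were seen, as were the alternatives of the comparisons between EC classes, of receptors, ligands and connectivity. The others were set before the data were examined.

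Among the main results of each comparison, DESeq2's size factors, removal of called doublets, TMM across clusters and unrounded sums left each on the same side of its threshold or within 1.5 times its count. The decrease of *Lats2* in ECs kept its direction and its call throughout, between −0.43 and −0.31. The shares of BMSCs, OBs, CHOs, SMCs, ECs and of *Myh11*- cells did as well. Of 303 genes and classes named in the text or its tables, with 4401 values under alternatives, 4250 kept direction and side of the threshold, 112 lost the call, 32 gained one and 7 reversed.

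With DESeq2, 45 genes were higher in mpECs, 34 in alECs, 107 in bmECs and 252 in EC cluster 5 (edgeR: 120, 71, 170 and 472), and 26, 22 and 19 were changed in unnamed CHO clusters 8, 12 and 13 (edgeR: 51, 51 and 76). In simulated mpECs DESeq2 also recovered fewer genes. The p of gene lists in this part are unadjusted values of camera, or of fry where named. For the fibrosis list in mpMSCs p was 0.0709 with DESeq2, 0.162 with equal cells, 0.177 under stricter cells and 0.376 after clustering without changed genes, against 0.0334.

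Without the gene filter more genes were tested and more were changed: 1481 in all ECs, 1816 in mpMSCs, 202 in dpMSCs, 425 in OBs, 295 in resting-like, 961 in columnar-like, 632 in pre-hypertrophic-like, 3068 in hypertrophic-like and 189 in proliferating-like CHOs, 764, 130, 156 and 129 in CHO clusters 1, 8, 12 and 13, and 1543 in *Myh11*- SMCs. Higher genes numbered 245 in mpECs, 433 in aECs, 219 in alECs, 351 in bmECs and 885 in EC cluster 5, the genotype effect differed in mpECs for 89 genes, and the endothelial identity list moved down with a p of 0.00288. In *Myh11*+ SMCs 429 genes were changed, and 222 under stricter cells, against 126.

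Without integration 77 genes were changed in columnar-like, 212 in pre-hypertrophic-like and 754 in hypertrophic-like CHOs, and the genotype effect in mpECs differed from other ECs for 0 genes (edgeR, 532 at an unadjusted p under 0.05). The endothelial identity list had a p of 0.0406, the mesenchymal list 0.256, and the connectivity of mpMSCs and *Myh11*- SMCs was 0.0351. *Fn1* reversed in mpECs (−0.23) and so did *Stab2* (0.71). The cause was not tested.

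Under stricter cells 147 genes were changed in OBs and 562 in *Myh11*- SMCs, 0 genes differed in their effect between mpECs and other ECs (edgeR, 550 at an unadjusted p under 0.05), and 1 receptor was higher in mpMSCs. The log2 fold change of fibroblasts was 0.28 and passed the threshold, the cytoskeletal SRF targets had a p of 0.00934, the mesenchymal list 0.198 and the fibrosis list in *Myh11*+ SMCs 0.0572. *Angpt1* in *Myh11*- SMCs reversed, at 0.026. The cause was not tested.

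After clustering without the changed genes, 298 genes were higher in mpECs, and 115 were changed in OBs and 79 in columnar-like CHOs. The cytoskeletal SRF targets had a p of 1.71e-07 and the endothelial identity list 0.00306. With fry the lists of YAP1/TAZ targets (5.40e-04), mesenchymal (0.00193), actin cytoskeleton (0.00234) and matrix genes (0.00935) also passed after adjustment. *Ramp3* (−1.0) and *Gja4* (−0.82) reversed in mpECs. The class then holds other cells, and the cause was not tested.

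With equal cells 31 genes were higher in alECs, the genotype effect differed in mpECs for 6 genes and in EC cluster 5 for 336, and 0 receptors were higher in mpMSCs (edgeR, 10 at an unadjusted p under 0.05). With free RNA subtracted the genotype effect in mpECs differed for 16 genes, and *Bglap* in fibroblasts reversed (2.12). With fry the immediate early SRF targets had a p of 0.0884, the matrix list 0.0864 and the mesenchymal list 0.0515.

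Nothing in the labels or the paper says that libraries with the same replicate number belong together, and their deviations from the group means correlated by −0.103 over all stromal cells, −0.00151 in ECs and 0.0722 in mpECs. With the replicate number as a block, 18 genes were changed in proliferating-like CHOs, 121 in CHO cluster 12 and 118 in cluster 13, 100 were higher in mpECs, and in all ECs 143 were higher and 123 lower. Calls were lost under the block for *Fn1*, *Col18a1* and *Itgb4* in mpECs and *Col4a1* in EC cluster 5, and *Ccn1* in *Myh11*+ SMCs gained one. With fry the fibrosis list no longer passed after adjustment in mpMSCs and in both SMC classes, nor did the YAP1/TAZ and matrix lists in EC cluster 5. With the pairing crossed, 117 genes were changed in CHO cluster 12 and 116 were higher in mpECs.

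With each library left out in turn, a lone library of a genotype is assumed to vary like the others. Changed genes then ranged from 15 to 152 in proliferating-like CHOs, from 52 to 83 in resting-like CHOs, and from 53 to 87, 16 to 159 and 13 to 53 in CHO clusters 8, 12 and 13. The genotype effect differed for 0 to 15 genes in mpECs and for 307 to 507 in EC cluster 5. Camera p ranged from 0.0138 to 0.327 for the cytoskeletal SRF targets and from 0.00378 to 0.0909 for the fibrosis list in mpMSCs. The log2 fold change of fibroblasts lay between 0.12 and 0.21, connectivity between 0.0203 and 0.0349 for mpMSCs with *Myh11*- SMCs and between 0.0960 and 0.190 for *Myh11*- with *Myh11*+ SMCs, and 1 to 2 receptors were higher in mpMSCs. *Acta2* in *Myh11*- SMCs had 0.72 without control replicate 2 and −0.55 without control replicate 1, against −0.05. The level of control replicate 2 in that class was 1690.3 CPM, against 703 CPM in the other control library.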

Differences from the paper's values

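No test of this part was chosen for its result, and the alternatives named as added were chosen only after the values were seen.

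The paper reports 325 genes upregulated in mutant mpECs. Here 120 genes were higher in the mpEC-like cluster. Of the alternatives set before the data were examined, testing without the gene filter gave 245, within 1.5 times the paper's number. The others lay farther from it, at 45 with DESeq2, 120 with its size factors, 122 with unrounded sums, 100 with the replicate block, 120 with called doublets removed, 124 without integration, 96 under stricter cells, 106 with equal cells, 122 with free RNA subtracted, and 108 to 136 with each library left out. Clustering without the changed genes gave 298 and EC clusters 3 and 5 as 1 class 349, both chosen after seeing the values.

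*Myh11*- SMCs made up about 2.5% of the mpMSCs and SMCs of controls in Fig. 6e, read by eye. Here they made up 5.33%, and 9.44% without integration and 5.23% with called doublets removed, while under stricter cells the share was 2.47%, within 1.5 times the paper's. Under stricter cells, however, unnamed SMCs made up 36.4% of the SMCs of controls, against 6.04% in the main setting. In mutants they made up 13.8%, against 6.19%. The share closer to the paper's thus goes with more control SMCs left without a name.

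The paper describes particularly large numbers of upregulated genes in mutant mpECs and aECs (Fig. 5d). Here EC cluster 5, which has no name but scored closest to mpECs and has *Nox4* among its leading genes, had the most (472), followed by bmECs (170), aECs (130), mpECs (120) and alECs (71), and equal numbers of cells kept this order. Cluster 5 stayed first in each setting in which its genes were counted; without integration the matching cluster held 8 cells of control replicate 2, too few to be compared. Without the gene filter aECs (433) came before bmECs (351), mpECs (245) and alECs (219), and with DESeq2 aECs (131) before bmECs (107). Without mutant replicate 1 or control replicate 2 mpECs (136 each) came before aECs (118 and 130). After clustering without changed genes, chosen after seeing the values, cluster 5 was no longer apart and mpECs had the most (298), followed by bmECs (137), aECs (135) and alECs (77). The mpEC class then also held cells named bmEC, aEC and alEC in the main clustering. Without integration 121 of the 155 control cells of cluster 5 lay in the mpEC-like cluster. With clusters 3 and 5 together, a setting chosen after seeing the values, 349 genes were higher.

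The text of the paper lists *Angpt1* among the genes that rise in mutant ECs. Here *Angpt1* had a log2 fold change of −0.28 in ECs and was not called, and *Angpt2*, which the legend of Extended Data Fig. 7h names, had 4.21. *Acta2*, which the paper describes as upregulated in mutant *Myh11*- SMCs, had a log2 fold change of −0.05 there and did not pass; without control replicate 2 it was 0.72 and passed an adjusted p of 0.05, while without control replicate 1 (−0.55) and without integration (−0.78) it passed in the other direction. *Lats2*, described as lower in the mutant endothelium, had −0.37 over all ECs but did not pass an adjusted p of 0.05 in mpECs (−0.12), alECs (−0.25) or bmECs (−0.12). After clustering without changed genes, a setting chosen after seeing the values, it passed in mpECs (−0.33).

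The paper describes a signature of cell-matrix adhesion in mutant mpECs. The list tested here had a median of −0.08 in mpECs and did not pass the test (camera, adjusted p = 0.207). *Srf*, described as increased in mutant mpECs, had a log2 fold change of 0.99 and was not called there, while in all ECs, without the gene filter, it had 1.00 and was called. Among the 10 ligands described as upregulated in mutant mpECs, *Thbs1* and *Apln* were called with the gene filter and *Angpt2* and *Edn1* without it. *Fn1* and *Col18a1* passed an adjusted p of 0.05 at log2 fold changes of 0.93 and 0.62, and *Col4a1* (0.26), *Plau* (−0.11), *Vwf* and *Adm* were not called. EC cluster 5, which scored closest to mpECs and has *Nox4* among its leading genes, is not part of this class, while the paper's mpECs may include it. In cluster 5 *Fn1* had 3.96, the cytoskeletal SRF targets passed (camera, adjusted p = 5.34e-07) and the adhesion list did not (camera, adjusted p = 0.861). The cytoskeletal SRF targets did not pass the test in mpECs (camera, adjusted p = 0.0985). They passed under stricter cells (adjusted p = 0.0149), without mutant replicate 1 (adjusted p = 0.0184) and after clustering without changed genes (adjusted p = 2.74e-07), a setting chosen after seeing the values.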

Other observations

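The tests of free RNA at its estimated share in ECs and of integration in hypertrophic-like CHOs were chosen only after the results were seen.

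Transcripts of osteoblasts were lower in the ECs of mutants, with log2 fold changes of −2.14 for *Bglap*, −1.97 for *Bglap2* and −2.39 for *Col1a2*. In empty droplets the same genes had −1.51, −1.39 and −1.92. The largest difference between the pair of values was −0.63 for *Bglap*, which leaves open whether the droplets' change explains that of the ECs. The estimated share of free RNA was 1.34% of the UMIs of ECs in mutants and 1.80% in controls, and the empty-droplet level at these shares gives at least 88.2% of the level of the 3 genes in ECs of either genotype. Free RNA from osteoblasts, of which mutants have fewer, may therefore account for most of these transcripts in ECs.

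The immediate early SRF targets rose in mutant mpECs. The same genes rose in aECs, dpMSCs and OBs, with a lowest median log2 fold change of 0.75 in these 3 classes, and none of the genes was called lower there. They also rose in mpMSCs (median 1.66), *Myh11*+ SMCs (1.41) and *Myh11*- SMCs (0.70), bmECs, alECs and pre-hypertrophic-like and hypertrophic-like CHOs. A stress of dissociation that differs between genotypes may contribute to this rise. The genes had medians near 0 in fibroblasts (−0.05) and resting-like CHOs (0.06) and went down in columnar-like CHOs (median −0.31, with 8 of 12 genes lower at an adjusted p of 0.05 by edgeR), so a common stress in every class would not account for these 3 classes. A response to the genotype in several classes stays open.

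More genes were called in some classes than in others. Drawing equal numbers of cells changed the order of classes by count in 0 of 3 families (mpECs, EC cluster 5, aECs, alECs and bmECs; mpMSCs, dpMSCs and OBs; resting-like, columnar-like, pre-hypertrophic-like and hypertrophic-like CHOs), which argues against the number of cells as the reason for this order. Proliferating-like CHOs and the unnamed CHO clusters were not part of this comparison. Without integration, 2.21% of the control cells of the hypertrophic-like class lay in the cluster that held 1468 of its 1522 mutant cells. Of the 226 control cells, 74 lay in another cluster that was also named hypertrophic-like, with 24 of the mutant cells, and 114 in a pre-hypertrophic-like cluster. Integration may thus have joined control CHOs of other kinds to mutant hypertrophic-like cells, which would add to the 1339 genes changed there; a response to the genotype that parts mutant from control cells of 1 kind stays open.

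The paper describes 2 biological replicates per genotype without saying how many animals gave each. The 2 libraries of a genotype differed little. For 31 of 32 pairs of class and genotype, the difference between the sums of the 2 libraries lay within the range given by 100 shuffles of the cells between them, and the exception was that of control dpMSCs. For 4 pairs, 5 or fewer shuffles differed as much. Whether the 2 libraries of a genotype come from separate animals or share cells of one suspension cannot be told apart from these values, since separate animals of one strain could differ as little. The spread between libraries sets the p-values of edgeR, so these would be too small if the libraries shared their animals.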
